# The Endoplasmic Reticulum Coat Protein II Transport Machinery Coordinates Cellular Lipid Secretion and Cholesterol Biosynthesis* [Fn FN2]

**DOI:** 10.1074/jbc.M113.479980

**Published:** 2013-12-13

**Authors:** Lee G. D. Fryer, Bethan Jones, Emma J. Duncan, Claire E. Hutchison, Tozen Ozkan, Paul A. Williams, Olivia Alder, Max Nieuwdorp, Anna K. Townley, Arjen R. Mensenkamp, David J. Stephens, Geesje M. Dallinga-Thie, Carol C. Shoulders

**Keywords:** Apolipoproteins, Cholesterol Regulation, Endoplasmic Reticulum (ER), Lipoprotein Secretion, Transcriptomics

## Abstract

Triglycerides and cholesterol are essential for life in most organisms. Triglycerides serve as the principal energy storage depot and, where vascular systems exist, as a means of energy transport. Cholesterol is essential for the functional integrity of all cellular membrane systems. The endoplasmic reticulum is the site of secretory lipoprotein production and *de novo* cholesterol synthesis, yet little is known about how these activities are coordinated with each other or with the activity of the COPII machinery, which transports endoplasmic reticulum cargo to the Golgi. The Sar1B component of this machinery is mutated in chylomicron retention disorder, indicating that this Sar1 isoform secures delivery of dietary lipids into the circulation. However, it is not known why some patients with chylomicron retention disorder develop hepatic steatosis, despite impaired intestinal fat malabsorption, and why very severe hypocholesterolemia develops in this condition. Here, we show that Sar1B also promotes hepatic apolipoprotein (apo) B lipoprotein secretion and that this promoting activity is coordinated with the processes regulating apoB expression and the transfer of triglycerides/cholesterol moieties onto this large lipid transport protein. We also show that although Sar1A antagonizes the lipoprotein secretion-promoting activity of Sar1B, both isoforms modulate the expression of genes encoding cholesterol biosynthetic enzymes and the synthesis of cholesterol *de novo*. These results not only establish that Sar1B promotes the secretion of hepatic lipids but also adds regulation of cholesterol synthesis to Sar1B's repertoire of transport functions.

## Introduction

Whole-body triglyceride and cholesterol homeostasis are of fundamental importance to human health. Their failure manifests in multiple diseases, ranging from life-threatening conditions in infancy (1–4), to severe coronary heart disease in young adults (5, 6), and to indolent disorders of middle and old age (7–11). In higher organisms, the ability of tissues to accommodate large fluctuations in dietary triglyceride and cholesterol intake is well developed, involving cross-talk between the cellular processes that govern the delivery of these lipids into the circulation via triglyceride-rich, apoB-containing lipoproteins, their uptake, *de novo* lipogenesis, and cholesterol biosynthesis (12). From the study of familial hypobetalipoproteinemia (OMIM +107730) and abetalipoproteinemia (OMIM 200100), it is evident that both apolipoprotein (apo)B and the microsomal triglyceride transfer protein (MTTP)^4^ are obligatory for the production of chylomicrons and very low density lipoproteins (VLDL) within the endoplasmic reticulum (ER) of enterocytes and hepatocytes, respectively (1, 13–15). Moreover, human liver, in contrast to the intestine, uses apoB100 rather than the shorter apoB48 for exporting lipid into the circulation (12). Sar1B, a coat protein II (COPII) component, has also been shown to be central to the lipid economy by the discovery that its mutations cause the rare recessive disorder chylomicron retention disease (CMRD) (OMIM 246700) (2). However, it is not clear why this GTPase is obligatory for delivery of chylomicrons into the circulation and whether this relates to the usage of apoB48 rather than apoB100 for their production or insufficient Sar1A in the intestine of CMRD patients to compensate for loss of Sar1B function.

It is also not known why some CMRD children develop hepatic steatosis (16–18), despite severe intestinal fat malabsorption; and it is very odd that affected individuals develop severe hypocholesterolemia (2, 16–18), because therapeutic reduction of intestinal cholesterol absorption only modestly affects circulating cholesterol levels, due to compensatory rises in endogenous *de novo* cholesterol biosynthesis (12, 19, 20). Indeed, Western-type diets provide ∼400 mg of cholesterol per day, and our bodies synthesize ∼1 g *de novo* (21, 22). Hence, blood cholesterol levels reflect both dietary and endogenously synthesized cholesterol.

Cholesterol synthesis is a multistep reaction that is thought to occur in virtually all nucleated cells (23). In this context, it may be relevant that *SAR1B* expression has been detected in multiple tissues (2); most of the enzymes synthesizing cholesterol *de novo* reside in the ER membrane (24–28), including HMG-CoA reductase (29), the target of statins, a highly successful class of cholesterol-lowering drugs (30, 31). Hepatic biosynthesis may be especially sensitive to intestinal cholesterol absorption because of the liver's central position in directing cholesterol into VLDL or bile (32). After uptake by enterocytes, cholesterol is packed with triglycerides into chylomicrons and secreted into the lymph. In the circulation, the triglycerides are rapidly hydrolyzed, and the released glycerol and fatty acids taken up by peripheral tissues, whereas the cholesterol-enriched, highly atherogenic remnant particles are captured by the liver (33, 34). From internal cellular endosomal compartments, the cholesterol may be returned to the plasma membrane (35) or be transported to the ER (36, 37).

In ER membranes, cholesterol may suppress the activities of one or more cholesterol biosynthetic enzymes or activate acyl-CoA:cholesterol acyltransferase (ACAT) 2 (38–41). It may also impede binding between the COPII protein Sec24 and the sterol regulatory element-binding protein (SREBP) escort protein Scap (42, 43), thereby blocking export of the ER membrane-bound Scap-SREBP2 complex to the Golgi apparatus (44). Here, SREBP2 undergoes proteolytic cleavage, culminating in the release of its amino-terminal domain (45), known to transcriptionally activate genes regulating cholesterol homeostasis (46–50). However, it is not known whether the Sar1B component of the COPII transport machinery contributes to the ER export of SREBP2, *de novo* cholesterol synthesis, or the secretion of cholesteryl esters via VLDL.

Studies with Sar1 bound to nonhydrolysable analogues of GTP and a GTP-restricted form of Sar1 (*i.e.* Sar1:H79G) have defined several aspects of the COPII vesicle assembly process (51–54). In outline, Sar1-GDP is recruited to the cytosolic face of the ER membrane. Here, the guanine-nucleotide exchange protein Sec12 swaps the GDP on Sar1 for GTP. Next, the Sar1-GTP recruits Sec23/24 to the ER membrane to form a pre-budding complex that captures both ER cargo and Sec13/31 (55, 56), culminating in polymerization of the COPII coat and fission of the COPII vesicle from the ER, along with its captured cargo. This process, including the sorting of ER cargo into COPII pre-budding complexes, is coupled to the hydrolysis of Sar1's GTP; Sec12 continually reactivates Sar1, promoting continued pre-budding complex assembly and cargo capture, whereas unchecked GTP hydrolysis triggers coat disassembly (52–55).

In CMRD, most *SAR1B* mutations alter an amino acid in Sar1B's GDP/GTP binding pocket (2, 17, 18), suggesting that the intestinal fat malabsorption defect is attributable to breakdown/absence of the Sar1 GTPase cycle that normally secures capture of nascent chylomicrons into COPII pre-budding complexes and their subsequent onward transport. However, it is not known whether this breakdown relates to a specific aspect(s) of the apoB lipoprotein/COPII vesicle working relationship, and it is unclear to what extent Sar1B's homologue Sar1A can compensate for loss of Sar1B in this partnership. Additionally, there are no data regarding the contributions of the Sar1A- and Sar1B-GTPase cycles in securing VLDL secretion and cholesterol homeostasis.

Here, we demonstrate that ubiquitously expressed Sar1B (2) acts at two control points crucial to cholesterol metabolism. First, Sar1B promotes hepatic apoB100-lipoprotein secretion (as well as apoB48-lipoprotein secretion), and this is paired with expression changes in *APOB* and *MTTP*, but not of genes involved in triglyceride synthesis. The apoB lipoprotein secreting activity of Sar1B is antagonized by Sar1A. This is more pronounced for the more triglyceride-rich apoB lipoproteins, indicating that only Sar1B has the attributes to mediate the assembly of COPII pre-budding complexes of the right structures and composition to secure export of such nascent apoB lipoproteins and hence efficient delivery of triglyceride and cholesterol moieties into the circulation. Second, deficiency of Sar1B, but not Sar1A, in apoB lipoprotein-producing cells reduces ER export of Srebp2, whereas aggregate levels of Sar1 determine the rate of *de novo* cholesterol synthesis. The study indicates that Sar1B, both independently of and through its promotion of apoB-mediated lipid secretion activities, contributes to the regulation of cellular, as well as plasma, triglyceride and cholesterol levels.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Production of Stable Cell Lines, Knockdown, and Tissue Culture

Human *SAR1A* and *SAR1B* sequences were PCR-amplified from Marathon-ready human liver cDNA (Clontech) using gene-specific primers. FLAG epitope tags (Asp-Tyr-Lys-Asp_4_-Lys) were fused in-frame to the carboxyl termini of cDNAs and juxtaposed to a terminator codon. PCR and appropriate restriction sites were used to manipulate the *SAR1* sequences. Site-directed mutagenesis was performed by a standard two-step PCR-based strategy (57). All constructs were sequenced before use. Transfection of pcDNA4/TO vectors into McArdle-RH7777 (58) and CHO (Invitrogen) cell lines stably transformed with pcDNA6/TR was performed with either FuGENE (Roche Applied Science) or Lipofectamine Plus Reagent (Invitrogen). Individual clones were picked, expanded, and screened for recombinant protein expression using serial dilutions of cell lysates, anti-FLAG M2 antibody (Sigma-Aldrich), a goat anti-mouse IgG horseradish peroxidase-conjugated secondary antibody (Bio-Rad), and Femto-enhanced chemiluminescence (Pierce). Blots were scanned on a flatbed scanner and immunoreactive products quantified using Adobe Photoshop. Cell lines (two per construct) were selected to have comparable levels of recombinant protein expression.

Knockdowns were performed with pre-designed siRNA (Qiagen) using HiPerFect transfection reagent (Qiagen) according to the manufacturer's fast forward protocol. Volumes of transfection reagents and concentrations of siRNA were optimized for each pre-designed FlexiTube siRNA (Qiagen). The best results were obtained using a final concentration of 5 nm siRNA. For the double-knockdown experiments, 5 nm of each isoform was used. The scrambled siRNA sequence was 5′-UUCUCCGAACGUGUCACGUdTdT-3′ (Qiagen).

McArdle-RH7777 cells were cultured at 37 °C, 5% CO_2_ in DMEM containing 20% heat-inactivated FCS (Labtech International), 4500 mg/liter d-glucose, 2 mm l-glutamine (Invitrogen), and 1% penicillin/streptomycin (Invitrogen). CHO cell lines were cultured in Ham's F-12 media (Sigma) containing 10% heat-inactivated FCS, 2 mm l-glutamine, and 1% penicillin/streptomycin. Blasticidin (10 μg/ml; Sigma) and Zeocin (250 μg/ml; Invitrogen) were added to the media of cells stably transfected with the tetracycline repressor (pcDNA6/TR) and operon (pcDNA4/TO) vectors (Invitrogen).

##### Metabolic Labeling, Immunoprecipitations, and Sucrose Gradient Ultracentrifugation of ApoB Lipoproteins

Prior to labeling for 1 h with 125 Ci/ml l-[^35^S]methionine (ICN Flow) at 37 °C, cells were incubated with complete DMEM containing 1 μg/ml tetracycline between 24 and 48 h and then in serum-free media supplemented with 0.8 mm oleic acid (Sigma) complexed to 3% fatty acid-free BSA overnight and cysteine/methionine-free media (Invitrogen) containing oleate for 30 min. After removal of label, incubations were continued in serum-free media supplemented with 0.8 mm oleic acid complexed to 3% fatty acid-free BSA for 2 h. Conditioned media were cleared by low speed centrifugation and concentrated to 500 μl in Amicon Ultra-4 centrifugal filter units with Ultracel-30 membranes (Millipore). ApoB was immunoprecipitated by standard methodology (59, 60), using saturating concentrations of goat polyclonal antibody against human apoB (AB742; Chemicon International), as described (13, 59, 60). The radioactivity in apoB48 and apo100 was quantified by phosphorimager analysis. Three samples were collected per stable cell line per experiment.

For total protein secretion measurements, cells were incubated in methionine-free medium for 45 min at 37 °C and labeled for 1 h with 125 Ci/ml l-[^35^S]methionine (ICN Flow). After removal of label, incubations were continued in serum-free medium for 2 h. Cell media were harvested, mixed with protease inhibitors (Calbiochem), and cleared by low speed centrifugation. Proteins were precipitated by incubation with TCA for 15 min on ice. Precipitates were washed in ice-cold acetone and resuspended in I.P. buffer containing protease inhibitors (Calbiochem).

Densities of secreted ^35^S-labeled apoB lipoproteins were determined by gradient ultracentrifugation. The sucrose gradients were formed as described (13), except that the gradients were ultracentrifuged at 35,400 rpm in a Beckman SW41 rotor and unloaded in 12 fractions. ApoB was recovered from each fraction by immunoprecipitation and size-fractionated by SDS-PAGE, and the amount of radioactivity in apoB48 and full-length apoB100 was quantified by phosphorimager analysis. The density profile of the gradient was determined using an Abbe refractometer.

##### Immunoblot Analysis of Endogenous Protein Expression

Cell lysates were generated using RIPA buffer (Sigma) and a mixture of protease inhibitors (Roche Applied Science). Proteins were size-fractionated on either 10 or 4–12% gradient NuPage BisTris precast gels (Invitrogen) and transferred to nitrocellulose membranes (Whatman). Membranes were blocked in 5% (w/v) nonfat milk powder before probing with the specified antibodies. The antibodies used were as follows: rabbit polyclonal anti-Hmgcs1 antibody (Proteintech); anti-Lss antibody (Proteintech); anti-Dhcr7 antibody (Abcam); anti-ACSL5 (Proteintech); anti-Sec13 antibody (Abcam); anti-Sec31a antibody, anti-Sar1a antibody, anti-Sar1b antibody, and anti-Srebf2 antibody (Proteintech); anti-ATF6 (Abcam); and mouse monoclonal β-actin or β-tubulin antibodies (Sigma and Abcam). Immunoreactive products were visualized and quantified after labeling with appropriate fluorescent dye-labeled secondary antibodies (LI-COR Biosciences) using the Odyssey imaging system (LI-COR). Apparent molecular masses were estimated using the Novex Sharp Protein Standard (Invitrogen) and the band sizing application in Odyssey software (LI-COR Biosciences).

##### RT-qPCR Analyses in Cell Lines

Pre-designed gene primers were purchased from Qiagen (Quantitect primer assay), unless stated otherwise (supplemental Table S1). Total RNA was isolated from cell lysates using the RNeasyPlus kit (Qiagen). Cells were homogenized using QIAshredder columns (Qiagen). RNA samples were quantified by a NanoDrop 1000 spectrophotometer (Thermo Scientific). RT-qPCRs were performed in triplicate (with a no RT control) with SYBR Green kits from Qiagen or Stratagene, as recommended by the manufacturers. Data were analyzed with either SDS 2.3 software (Applied Biosystems) or MxPro (Stratagene). Gene expression levels, normalized to *Ppia*, were calculated by the relative 2^−ΔΔ^*^Ct^* method (61).

##### RNA Analyses of Human Small Intestine Biopsies and Liver Samples

After an overnight fast, gastroduodenoscopy was performed, and small intestinal (jejunal) biopsies were taken near the Treitz' ligament in 17 obese male subjects with no history of disease or any medication use (*i.e.* treatment-naive). To minimize variability in sample processing and handling, biopsy samples were collected immediately and snap-frozen in liquid nitrogen. All subsequent sample processing was performed by the same individual using the same standardized protocol. Tissue was homogenized in MagNA Pure LC RNA Isolation Tissue Lysis Buffer (Roche Applied Science), using a MagNALyser instrument (Roche Applied Science), and using parameters that were optimized on comparable samples prior to commencing the study. Total RNA was prepared using TRIzol according to the manufacturer's manual (Invitrogen), quantified by a NanoDrop 1000 spectrophotometer (Thermo Scientific), and reverse-transcribed into cDNA using a cDNA synthesis kit from Bio-Rad. RT-qPCR was performed in triplicate with 50 ng of cDNA, 200 nm of each primer, and 7.5 μl of SYBR Green mix (CE Biotech). PCRs were performed on a CFX system (Bio-Rad). Gene expression levels normalized to 36B4 were calculated by the relative 2^−ΔΔ^*^Ct^* method (61). The study was approved by the Research Ethics Committee at Amsterdam Medical Center, Amsterdam, The Netherlands, and all participants gave written informed consent.

RT-qPCR on human liver RNA (First Choice Human Total RNA, Applied Biosytems) was performed with a SYBR Green kit (Qiagen). Correlations between mRNA levels in human liver samples (62, 63) were computed using R2, a Genomics Analysis Visualization Platform. *p* values were corrected for multiple testing using the formula implemented in R2: *t* = *R*/sqrt(1 − *R*^2)/(*n* − 2), where *R* is the correlation coefficient, and *n* denotes the number of samples.

##### Microarray Gene Analyses

A minimum of three technical replicates were used for each of two Sar1B:H79G-FLAG cell lines, two control cell lines, two Sar1B-FLAG cell lines, and one Sar1A-FLAG cell line. Cells were cultured in complete DMEM containing blasticidin (10 μg/ml; Sigma) and Zeocin (250 μg/ml; Invitrogen). Twenty four hours prior to harvesting, 1 μg/ml tetracycline was added to the culture media. Total RNA was extracted with the RNeasy Plus mini kit (Qiagen). RNA quality was verified (*e.g.* flat baseline between 18 S and 28 S ribosomal RNA peaks; RIN score >7) using the RNA 6000 Ladder (Ambion), RNA 6000 NanoChip (Agilent), plus an Agilent 2100 bioanalyzer (Agilent Technologies, Germany). cDNA was synthesized from total RNA using the one-cycle eukaryotic target labeling assay kit (Invitrogen and Affymetrix). Double-stranded cDNA was purified with the GeneChip® sample cleanup module. Biotin-labeled cRNA was prepared using the BioArray High Yield RNA transcript labeling kit (Enzo) and purified with the *in vi*t*ro* transcription cRNA GeneChip® sample cleanup module. RNA quality was verified with the Agilent Bioanalyzer 2100 system and by hybridization to test arrays (Affymetrix). Biotinylated cRNA (20 μg) was hybridized to GeneChip rat genome 230 2.0 arrays (Affymetrix) containing 31,099 probe sets. All cRNA samples were prepared using the same standard protocol.

Data analyses were performed through the CARMAweb (Comprehensive R-based Microarray Analysis web service). Raw intensity values were normalized using the Loess normalization, Affymetrix MAS 5 and summarization algorithms. Differences in probe-set values were determined on the normalized data using the significance analysis of microarray (SAM) algorithm (64) at specified false discovery rates (FDR). These were determined using the “Benjamini and Hochberg” correction, with cutoff values for significance determined by a tuning parameter, the “Δ value.” The number of Δ values was set at 50. Data are available at NCBI Gene Expression Omnibus (GEO accession number GSE52969). The differentially expressed probe sets were examined for enrichment of functionally related Gene Ontology terms using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; david.abcc.ncifcrf.gov) (65, 66).

##### Lipid Synthesis and Secretion

Cells were seeded at a density of 1 × 10^4^ cells/cm^2^ in 9-cm plates and grown for 2 days in DMEM containing 20% FCS, 1% penicillin/streptomycin, and 1 mm glutamine at 37 °C under 5% CO_2_. Lipid synthesis was measured over the final 5 h of the incubation by the addition of 2 mm [^14^C]acetate (sodium salt; Sigma) (0.8 μCi/ml). Cell media were aspirated for analysis of lipid secretion. Cells were washed in PBS and harvested by trypsinization and centrifugation. Cell pellets were washed in PBS and lipids extracted by addition of 4 ml of chloroform/methanol (2:1). Water (1 ml) was added to the extract and mixed by vortexing. The suspension was centrifuged for 5 min, and the lower solvent layer was taken for analysis. The upper aqueous layer was re-extracted with a further 4 ml of chloroform/methanol, and the two extractions were combined. This was dried down under N_2_ and resuspended in a minimal volume of hexane (30 μl). Cell medium (4 ml) was extracted as above, using 16 ml of chloroform/methanol (2:1). Lipids were separated by thin layer chromatography on Silica Gel 60 plates (VWR) using petroleum ether/diethyl ether/acetic acid (60:40:1) as the mobile phase and visualized by iodine staining. Each run included standards of cholesterol, fatty acids, triglycerides and cholesterol esters. Lipid synthesis was measured by scraping of spots into vials followed by liquid scintillation counting. Plates were also visualized by autoradiography to determine that no major lipid product was missed.

##### Statistics

All data are expressed as means ± S.E. Statistical analyses were performed using unpaired Student's *t* test or one-way analysis of variance followed by the Bonferroni post hoc test using PASW Statistics version 18.0 software (SPSS, IBM), where appropriate. Figures were generated using Graphpad Prism 4.

## RESULTS

### 

#### 

##### Characterization of the Effects of Sar1 Isoforms on ApoB Lipoprotein Secretion

To establish whether Sar1B promotes only the secretion of apoB48-containing lipoproteins, we stably transfected McArdle-RH7777 cells that can secrete both apoB48 and apoB100 lipoproteins with constructs encoding Sar1A-FLAG, Sar1B-FLAG, or constitutively active Sar1-FLAG (*i.e.* Sar1A:H79G and Sar1B:H79G) isoforms that cannot hydrolyze GTP to support completion of COPII vesicle assembly (67). Despite several attempts, we failed to stably transfect McArdle-RH7777 cells with Sar1A:H79G, potentially because *Sar1a* mRNA is the predominant species expressed in these cells (11.6-fold higher than *Sar1b*). The Sar1A cell lines contained 5.26 ± 0.48- and 2.41 ± 0.48-fold, respectively, more recombinant Sar1 than the Sar1B and Sar1B:H79G cell lines.

Sar1B:H79G overexpression virtually abolished the secretion of both apoB48 and apoB100 lipoproteins (Fig. 1*A*). By contrast, Sar1B overexpression increased their secretion by >3-fold (Fig. 1*B*). Their densities were not decreased (Fig. 1, *C* and *D*) with both the apoB48- and apoB100-containing lipoproteins exhibiting their expected densities (13). Sar1A overexpression markedly reduced apoB lipoprotein secretion (Fig. 1*E*); however, the effect was more pronounced for apoB100 than apoB48 (secretion 3.49 ± 1.5% (apoB100) and 20.65 ± 3.97% (apoB48) of control cells, respectively; *p* = 0.0016 for difference). Total protein secretion was also decreased in the Sar1B:H79G cell lines (Fig. 1*F*), but this reduction was significantly less than that observed for apoB48/100 (Fig. 1*A*). Collectively, these data show that Sar1B promotes secretion of both apoB48 and apoB100 lipoproteins, whereas Sar1A overexpression has the opposite effect, preferentially blocking the secretion of the more lipid-laden particles.

**FIGURE 1.**
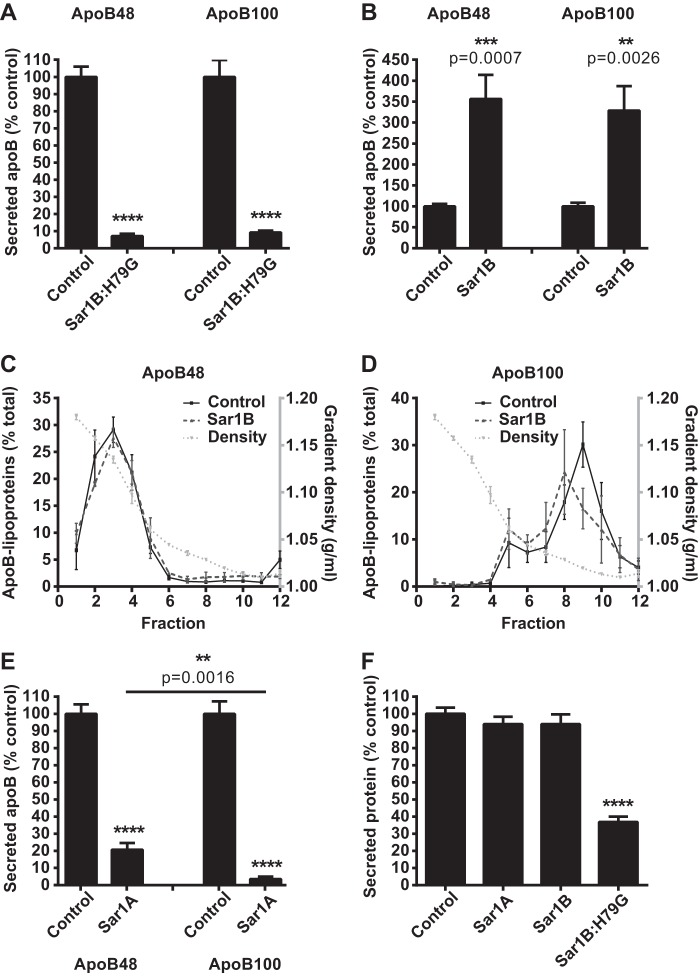
**Sar1A and Sar1B have opposite effects on apoB48- and apoB100-containing lipoprotein secretion.** *A* and *B*, McArdle-RH7777 cells were labeled with l-[^35^S]methionine for 60 min and chased for 120 min. The l-^35^S-labeled apoB in the cell media was immunoprecipitated, analyzed by SDS-PAGE, and visualized by phosphorimaging. Data (mean ± S.E.) are from four independent experiments.****, *p* < 0.0001 *versus* cells with empty vector control. ***, *p* < 0.001 *versus* cells with empty vector control. **, *p* < 0.01 *versus* cells with empty vector control. *C* and *D*, densities of fractions containing secreted l-^35^S-labeled apoB48-containing (*C*) and l-^35^S-labeled apoB100-containing (*D*) lipoproteins were determined gravimetrically. Data (mean ± S.E.) are from three independent experiments. *E*, secreted l-^35^S-labeled apoB from two independent Sar1A-FLAG cell lines, quantified as in *A* and *B*. ****, *p* < 0.0001 *versus* cells with empty vector control. **, *p* < 0.01 *versus* apoB100 lipoproteins. *F*, total l-[^35^S]methionine in secreted protein fraction. Data (mean ± S.E.) are from five independent experiments. ****, *p* < 0.0001 *versus* cells with empty vector control.

To determine whether Sar1 also had isoform-specific effects on the expression of *ApoB* and *Mttp*, we measured the levels of their RNAs by RT-qPCR in our McArdle-RH7777 cell lines plus McArdle-RH7777 cells transfected with *Sar1* siRNAs. Individual knockdown of the *Sar1* isoforms were isoform-specific, and there were no increases in the mRNA (Fig. 2*A*) or protein (Fig. 2*B*) levels of the nontargeted isoform. The amounts of Sar1a protein in cells transfected with *Sar1a* and *Sar1a* plus *Sar1b* siRNAs were 28.16 ± 6.36 and 32.88 ± 8.70%, respectively, of that in cells transfected with the scrambled siRNA control (Fig. 2*B*). *Sar1b* knockdown also substantially reduced in Sar1b protein and in the majority of samples to undetectable levels (Fig. 2*B*). This was due to the Western blot analysis returning weaker signals for Sar1b than Sar1a, consistent with RT-qPCR data (*Sar1b* mRNA 11.6-fold lower than *Sar1a* mRNA), plus the efficiency of *Sar1b* knockdown in reducing Sar1b protein (≥70% in the rare knockdown sample where it could be quantified).

**FIGURE 2.**
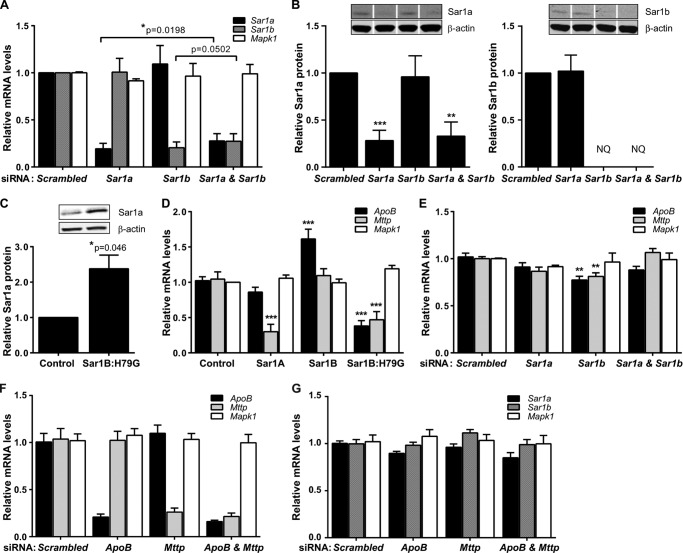
**Effect of constitutively active Sar1B and native Sar1 expression on *ApoB* and *Mttp* expression in McArdle-RH7777 cells.** *A* and *B*, isoform-specific effects of *Sar1a* and *Sar1b* knockdown on transcript (*A*) and protein (*B*) analyzed by RT-qPCR and quantitative Western blot analysis. *NQ*, not quantified due to undetectable levels of Sar1b in some cell lysates. *White line* separators indicate that noncontiguous lanes from the same gel are shown. *A*, *, *p* < 0.05 *versus Sar1a* + *Sar1b* knockdown. *B*, ***, *p* < 0.001 *versus* scrambled control siRNA; **, *p* < 0.01 *versus* scrambled control siRNA. *C*, Sar1a protein in stably overexpressing Sar1B:H79G and empty vector control cells. *, *p* < 0.05 *versus* cells with empty vector control. *D*, Sar1 isoform-specific effects on *ApoB* and *Mttp* mRNA levels in overexpressing cell lines, analyzed by RT-qPCR. ***, *p* < 0.001 *versus* cells with empty vector control. *E, Sar1b* knockdown specifically reduces *ApoB* and *Mttp* mRNA, analyzed by RT-qPCR. **, *p* < 0.01 *versus* scrambled control siRNA. *F* and *G, ApoB* and *Mttp* knockdown (*F*) does not decrease *Sar1a* and *Sar1b* mRNA (*G*), analyzed by RT-qPCR. *A–G*, data (mean ± S.E.) are from at least three independent experiments.

Although constitutively active Sar1B increased *Sar1a* mRNA (4.22 ± 0.29-fold compared with control cells) and protein (Fig. 2*C*), it reduced *ApoB* and *Mttp* mRNA (Fig. 2*D*). Levels of the control gene, *Mapk1*, were not altered (Fig. 2*D*). In the complementary analyses, native Sar1B overexpression increased *ApoB* mRNA (Fig. 2*D*), while having no effect on *Mttp* (Fig. 2*D*) and *Sar1a* (1.27 ± 0.03-fold, nonsignificant) mRNAs; and *Sar1b* knockdown reduced *ApoB* and *Mttp* mRNA (Fig. 2*E*) and had no significant effect on *Sar1a* mRNA (Fig. 2*A*). In the control analysis, *ApoB* and *Mttp* knockdown (Fig. 2*F*) did not reduce *Sar1b* mRNA (Fig. 2*G*). Interestingly, we found that Sar1A overexpression decreased *Mttp* mRNA levels, although *Sar1a* knockdown did not increase *Mttp* mRNA (Fig. 2*E*). However, in the double knockdown experiment, decreased Sar1a did prevent the fall in *Mttp* (and *apoB*) associated with *Sar1b* knockdown (Fig. 2*E*). Thus, collectively these data indicate that Sar1 has isoform-specific effects on *ApoB* and *Mttp* mRNA levels. Moreover, because a higher level of MTTP activity is required for producing apoB100 than apoB48 lipoproteins (15), the observed changes in *ApoB* and *Mttp* expression may form part of the adaptive responses to Sar1-induced changes in apoB lipoprotein secretion.

Because clinical studies have indicated that *SAR1B* mutations affect chylomicron secretion and, despite intestinal fat malabsorption, some children with CMRD develop fatty liver (2, 16–18), we examined relative *SAR1A* and *SAR1B* mRNA levels in human intestinal biopsies and liver samples. In addition, we examined the correlation between *SAR1*, *APOB*, and *MTTP* mRNA in publically available human liver gene expression datasets.

We found that *SAR1B* mRNA levels were 239 ± 84- and 3-fold, respectively, higher than *SAR1A* in intestinal mucosal biopsies (17 donors) and a pooled (three donors) liver sample. By contrast, the predominant *SEC23* (A) and *SEC31* (A) isoforms expressed in these two tissues displayed more comparable mean fold differences; in the intestinal biopsies, *SEC23A* and *SEC31A* were 5.0 ± 0.9- and 43 ± 12-fold higher than their respective *B* isoforms; and in the pooled liver sample, the corresponding values were 3.2 and 29.4.

We also found positive correlations between hepatic *SAR1B*, but not *SAR1A*, mRNA levels and *APOB*/*MTTP* mRNA. Thus, in a large dataset comprising 427 individual liver samples, the correlation coefficient (*R*) between *SAR1B* and *APOB* mRNA was 0.301 (*p* = 8.3 × 10^−9^), and in the second dataset, comprising 75 samples, this result was replicated (*R* = 0.292, *p* = 0.01). Likewise, *R* values between *SAR1B* and *MTTP* mRNA were 0.268 (*p* = 2.5 × 10^−8^) in dataset 1 and 0.346 (*p* = 2.4 × 10^−3^) in dataset 2. *SAR1A* displayed no positive correlation with either *APOB* or *MTTP* mRNA levels; *R* values for the *SAR1A*/*APOB* correlations were 0.003 (dataset 1, *p* = NS) and −0.012 (dataset 2, *p* = NS) and between *SAR1A* and *MTTP*, −0.179 (*p* = 2.3 × 10^−4^) and −0.019 (*p* = NS). Notably, the weak inverse correlation between *SAR1A* and *MTTP* mRNA levels in dataset 1 is consistent with the effect of Sar1A overexpression on *Mttp* mRNA levels in McArdle-RH7777 cells (Fig. 2*D*), plus the *Mttp* mRNA findings in the set of *Sar1* knockdown experiments (Fig. 2*E*).

Thus, collectively our results (*e.g.* Fig. 2, *D* and *E*) and the previous characterization of the COPII vesicle assembly process (51, 54, 56, 68) are consistent with a model whereby the expression of *APOB* and *MTTP*, which are obligatory for apoB lipoprotein production in the ER lumen (12, 69, 70), are modulated by the expression of Sar1B, which facilitates the export of nascent apoB lipoproteins (and potentially other associated cargo) out of the ER in COPII-coated vesicles.

##### Characterizing Sar1 Effects on Gene Expression and de Novo Cholesterol Biosynthesis

In view of the lipid transport functions of apoB, we determined whether constitutively active Sar1B altered the expression of genes regulating triglyceride, fatty acid, and cholesterol homeostasis. To this end, we performed a microarray RNA analysis on the McArdle-RH7777 cell lines and validated the robustness of the results by measuring *Sec* mRNA levels via RT-qPCR in an independent experiment (supplemental Table S2). In addition, we confirmed that the respective 2.73 ± 0.15- and 2.90 ± 0.47-fold increases in *Sec13* and *Sec31a* mRNA associated with Sar1B:H79G overexpression (supplemental Table S2) were congruent with estimated rises in Sec13 (1.7 ± 0.20-fold) and Sec31a (4.72 ± 0.94-fold) protein.

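RNA was measured in 7 stable cell lines of McArdle-RH7777, a rat hepatoma line that secretes apoB lipoproteins, on 25 Affymetrix rat genome arrays. The control group had 2 lines with 2 and 3 arrays, the Sar1A group 1 line with 4 arrays, and the Sar1B and Sar1B:H79G groups 2 lines each with 4 arrays per line. All cells had received 1 µg/ml tetracycline for 24 h. The authors normalized the signals by loess and the MAS 5 algorithm, and the values used here cover 31099 probe sets on a log2 scale, which was inferred from their range. The median signal per array lay between 8.10 and 8.16. Because the methods describe the arrays of a line as technical replicates, arrays were averaged per line, and the 7 line means were compared between the 4 groups with limma at a Benjamini-Hochberg adjusted p under 0.05. The 57 array controls were left out, which left 31042 probe sets, and each of 14217 genes was represented by its brightest probe set. The single Sar1A line was assumed to vary like the lines of the other groups, and 1 or 2 lines per group limit the precision of every value. The median correlation between arrays was 0.995 within a line, 0.991 between lines of a group and 0.978 between groups of the same array series. All control arrays lie in one array series and all other arrays in another, so that the array series and the absence of a Sar1 construct cannot be told apart. The gap between 5′ and 3′ signals of the poly-A spike-in controls averaged -1.59 in the control lines and -0.78 in the other lines, and that of β-actin -0.88 and -0.59. The comparisons of Sar1B:H79G with Sar1B or Sar1A lines lie within a single series. The β-actin gap also differed there, by -0.17 between Sar1B:H79G and Sar1B (SD 0.066 between lines), and that of Gapdh by -0.034 (SD 0.042).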

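Genes of the COPII coat, which forms transport vesicles at the ER, were mostly higher in the Sar1B:H79G lines than in the control lines. Sec13, a subunit of the outer coat, had a log2 signal of 12.67 ± 0.14 (SD, n = 2 lines) in Sar1B:H79G and 11.38 ± 0.09 (SD, n = 2 lines) in control, a log2 fold change of 1.29 (standard error 0.09, adjusted p = 0.0011). Its partner Sec31a had 10.81 ± 0.19 and 10.01 ± 0.06 (SD, n = 2 lines each), a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0075). Of 16 measured COPII genes, 9 rose and 2 fell, and the counts were 9 and 2 when adjusted over the list alone. Among the inner coat subunits that bind cargo, Sec24d rose by 1.38 (standard error 0.16, adjusted p = 0.0037) and Sec23b by 0.99 (standard error 0.07, adjusted p = 0.0013) on the log2 scale. The scaffold gene Sec16a rose by 0.58 (adjusted p = 0.0033), whereas its paralog Sec16b fell by 0.69 (adjusted p = 0.0018), as did Klhl12, an adaptor of a ubiquitin ligase of COPII, by 0.47 (adjusted p = 0.028). The Klhl12 call was lost without control line 1 (adjusted p = 0.080), control line 2 (0.15) or Sar1B:H79G line 1 (0.10). Sec24b had a log2 fold change of 0.20 (adjusted p = 0.20), and the mean of its probe sets was lower in Sar1B:H79G (-0.47, adjusted p = 0.042). Over all alternatives run its adjusted p was 0.022 to 0.62, and the call at 0.022 was in the other direction, higher in Sar1B:H79G. The list ranked higher than other genes by camera (adjusted p = 0.0040; adjusted p = 0.39 with an estimated correlation). Within the array series of the Sar1 lines, Sec13 was higher by 0.83 (adjusted p = 0.0059) and Sec31a by 0.88 (adjusted p = 0.0097) in Sar1B:H79G than in Sar1B. The Sec31a call against control was lost without control line 2 (adjusted p = 0.071, with 1.4e-06 to 0.071 over all alternatives run). Further members of the list were not analysed here.

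**Figure D1:**
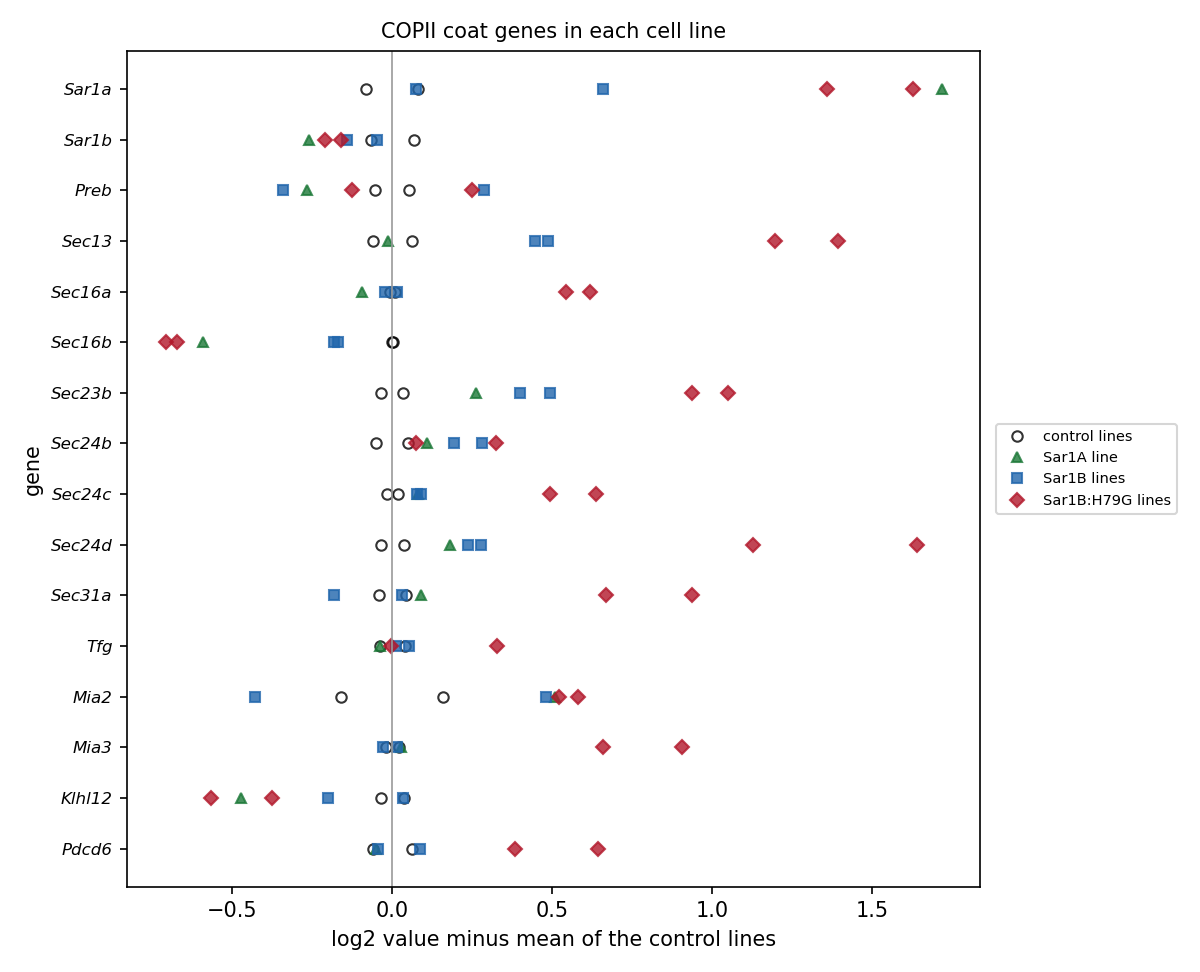
Log2 signal of COPII coat genes in each cell line, minus the mean of the 2 control lines, with 1 point per line (control, Sar1A, Sar1B and Sar1B:H79G). Both Sar1B:H79G lines lie above both control lines for Sec13, Sec24d and Sec23b and below them for Sec16b.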

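Among the genes called in Sar1B:H79G but in neither other kind of line against control, the largest rise was that of Lcn2, a secreted siderophore-binding protein, with a log2 fold change of 3.61 against control (standard error 0.43, adjusted p = 0.0043, n = 2 lines each). The stress-induced transcription factors Ddit3 and Atf3 rose by 3.04 (standard error 0.24, adjusted p = 0.0015) and 2.71 (standard error 0.20, adjusted p = 0.0012) on the log2 scale. Kdelr3, a receptor that returns ER proteins from the Golgi, rose by 2.58 (standard error 0.28, adjusted p = 0.0033). The water and glycerol channel Aqp9 fell by 2.31 (standard error 0.26, adjusted p = 0.0036) and the flavin-containing monooxygenase Fmo1 by 2.31 (standard error 0.08, adjusted p = 7.8e-04). Each of these genes was also called in the same direction against Sar1B and against Sar1A, for example Lcn2 with 3.82 and Fmo1 with -2.14 against Sar1B. Of 31042 probe sets, 6928 differed between Sar1B:H79G and control, 4083 higher and 2845 lower. Of these, 4978 were called in neither the Sar1A nor the Sar1B lines against control, 2695 higher and 2283 lower in Sar1B:H79G. A call in one comparison and not in another does not show a difference between them, and 1709 of the 4978 were also called in the same direction against Sar1B, 664 against Sar1A and 619 against both. The count of 6928 was 4346 without control line 1, 1713 without control line 2, 4223 without Sar1B:H79G line 1 and 4484 without line 2. The count of 4978 was 1713 without control line 2, 2779 without Sar1B:H79G line 1 and 2958 without line 2. By SAM (significance analysis of microarrays) on single arrays at the delta values of Fig. 3A, 653 probe sets were called only in Sar1B:H79G.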

We identified 701 probe sets that had altered expression values (FDR <0.000215) in the Sar1B:H79G cell lines only (Fig. 3*A*). In the control analyses (*i.e.* native Sar1 overexpression), fewer probe sets were uniquely differentially expressed as follows: three in the Sar1A- and 70 in the Sar1B-overexpressing cell lines (supplemental Fig. S1). 

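In the Sar1A line, the largest rise against control was that of Rab37, a GTPase of vesicle transport, with a log2 fold change of 2.75 (standard error 0.09, adjusted p = 0.0021, 1 line against 2), and it was -0.09 in the Sar1B lines (adjusted p = 0.47). Urad, an enzyme of urate breakdown, fell by 2.01 on the log2 scale (standard error 0.13, adjusted p = 0.030). In the Sar1B lines, Serpinf1, a secreted protein of the serpin family, rose by 2.89 (standard error 0.31, adjusted p = 0.012, n = 2 lines each). Neither gene was changed in 1 kind of line only, since Urad fell by 2.29 (adjusted p = 9.0e-04) and Serpinf1 rose by 2.67 (adjusted p = 0.0038) in Sar1B:H79G as well. The cargo receptor Lman1 and the p24 family member Tmed3, both of ER to Golgi transport, were called higher in all 3 groups, Lman1 by 0.98 in Sar1A and 1.12 in Sar1B. Of 31042 probe sets, 367 differed from control in Sar1A (309 higher, 58 lower) and 2572 in Sar1B (1949 higher, 623 lower), of which 16 were called only in Sar1A and 644 only in Sar1B. All 3 groups shared 299 calls, 254 of them higher and 43 lower in every group. Without control line 1, control line 2, Sar1B line 1 or Sar1B line 2, the calls in Sar1A only numbered 0, 0, 6 and 7, those in Sar1B only 129, 0, 185 and 68, and those shared by all 3 groups 0, 0, 74 and 59. Without Sar1B:H79G line 1 or line 2, those in Sar1B only numbered 1241 and 1174. Sar1A and Sar1B shared 313 calls in the same direction, where independent calls would give 20.6. Simulated unchanged groups against the same controls shared at most 1 in 100 draws, but groups without changes have few calls to share. The draws therefore do not show how much of the excess comes from the shared controls, and part of it may. With the controls split by line, Sar1A had 0 calls, with 7636 and 4369 probe sets at an unadjusted p under 0.05 without control line 1 and without line 2. These calls cross the array series, and the spike-in 5′ signal averaged 8.94 in the control lines and 10.0 in the other lines. The Rab37 call against control was lost without control line 1 (adjusted p = 0.065) or line 2 (0.12), the Urad call likewise (0.065 and 0.16) and the Serpinf1 call without control line 2 (0.086), as were the calls of Lman1 in Sar1A without control line 1 (0.065) or line 2 (0.16) and in Sar1B without control line 2 (0.082). The calls of Tmed3 were lost without the same control lines (0.069 and 0.17 in Sar1A, 0.082 in Sar1B). The Sar1A count was 100 without either Sar1B line. The Sar1B count was 932 without control line 1, 0 without control line 2 (limma, 5436 at an unadjusted p under 0.05), 730 without Sar1B line 1 and 360 without line 2.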

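Among the genes called only in Sar1B:H79G, those of cholesterol biosynthesis were over-represented, with 10 of 18 measured genes where 3.46 would be drawn by chance (adjusted p = 0.0034). All 10 were lower in Sar1B:H79G (adjusted p = 1.2e-05 among the lower genes), Acat2 and Dhcr7, the first and last enzymes of the pathway, among them. Of 23 genes of fatty acid synthesis, 10 were in the set (adjusted p = 0.028), all lower, and of 11 genes of sterol uptake and SREBP regulation 6 were (adjusted p = 0.033), all lower. By camera against control, which allows for correlated genes, these 3 lists had adjusted p = 0.37 with an estimated correlation. That setting rests on 3 residual degrees of freedom and called 0 of 21 lists in each comparison. A miss with it therefore does not show that a list was unchanged. Insig1, which retains SREBP in the ER, fell by 1.54 on the log2 scale (standard error 0.16, adjusted p = 0.0031, n = 2 lines each). Other lists were over-represented as well. The integrated stress response, which includes Ddit3 and Atf3, had 14 of 18 genes in the set (adjusted p = 2.7e-06), all higher. The list of ER-Golgi cargo receptors, SNAREs and COPI coat had 18 of 34 (adjusted p = 7.8e-05), of which 16 were higher, and the glucocorticoid response 10 of 13 (adjusted p = 7.8e-05), of which 8 were higher (each adjusted p = 0.37 by camera with an estimated correlation). In the Sar1A and Sar1B sets, of 12 and 300 genes, no list was over-represented, and the smallest unadjusted p of Fisher's test was 0.097. Of the largest list, 0.029 genes would be drawn into the Sar1A set by chance and 0.72 into the Sar1B set. Sets of this size leave little room for a call, above all in Sar1A, so that the misses decide little. Against control as a whole, the ER-Golgi list ranked higher by camera in Sar1A (adjusted p = 0.021; adjusted p = 0.93 with an estimated correlation) and in Sar1B (adjusted p = 0.0011; adjusted p = 0.84 with an estimated correlation), with Lman1 and Tmed3 called in Sar1A and 10 of 34 genes in Sar1B (4 and 14 when adjusted over the list alone). It did not pass after quantile normalization in either (adjusted p = 0.69 and 0.10; 0.0036 to 0.69 and 8.4e-06 to 0.10 over all alternatives run), nor in Sar1A without control line 2 (0.052) or with only probe sets above the median (0.15). The Sar1B:H79G set held 2731 of 14217 genes, and each list was compared by Fisher's exact test, one-sided, adjusted over 21 lists. The paper names many of the cholesterol genes from these same arrays, so that this list is not independent evidence. It also reports enriched terms of glucocorticoid response and amine catabolism on these arrays. The glucocorticoid and amino acid lists are therefore not independent evidence either.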

The Sar1B:H79G probe set contained an over-representation of genes assigned the Gene Ontology terms “Cholesterol and Lipid Biosynthetic and Metabolic Processes” (Table 1), although neither the Sar1A nor Sar1B datasets did (supplemental Tables S3 and S4). We therefore collated the expression values for genes active in fatty acid, triglyceride, and cholesterol metabolism, and verified the mRNA levels of representative genes in an independent experiment by RT-qPCR (supplemental Table S5).

**FIGURE 3.**
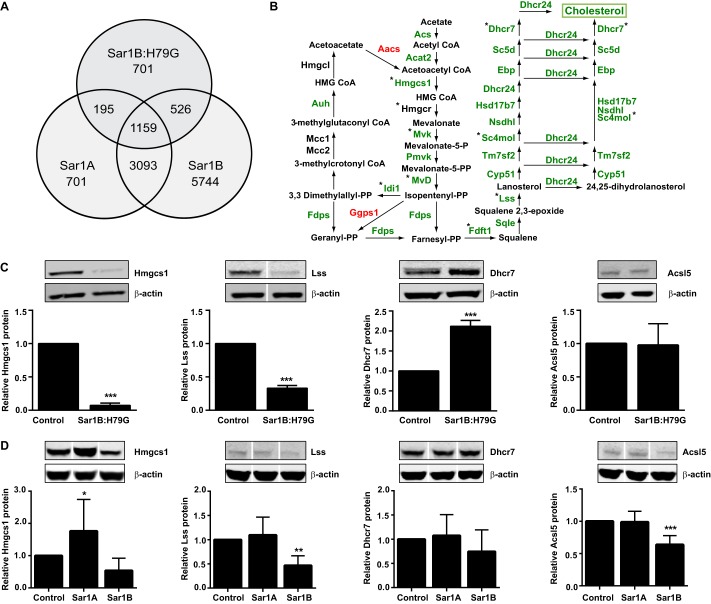
**Sar1B:H79G decreases cholesterol biosynthesis gene expression in McArdle-RH7777 cells, independently of reduced *Apob* and *Mttp* expression.** *A*, expression values of 701 probe sets were significantly altered (FDR, 0.000215; Δ 6.8) by Sar1B:H79G but not Sar1A (FDR 0.009, Δ1.9) or Sar1B (FDR 0.015, Δ 2.0) overexpression. *B, green* labeling depicts reduced mRNA levels in stably overexpressing Sar1B:H79G cells. *, expression values are verified by RT-qPCR. Note: in stably overexpressing Sar1A and Sar1B cells, mRNA levels of these genes were not reduced (supplemental Table S5). *C* and *D*, relative protein levels of three representative enzymes on the cholesterol biosynthetic pathway (Hmgcs1, Lss, Dhcr7) and a control enzyme, Acsl5, in stably transfected cells overexpressing Sar1B:H79G (*C*), Sar1A, and Sar1B (*D*). *C* and *D* data (mean ± S.E.) are from at least three independent experiments. ***, *p* < 0.001 *versus* cells with empty vector control; **, *p* < 0.01 *versus* cells with empty vector control. *White line* separators indicate that noncontiguous lanes from the same gel are shown.

**TABLE 1:** **Enrichment of gene ontology biological processes terms in the Sar1B:H79G uniquely differentially expressed gene-probe list** The uniquely differentially expressed Sar1B:H79G dataset (see also Fig. 3*A*) was analysed for enrichment of functionally related Gene Ontology (GO) terms using DAVID (65, 66).

Cluster description	GO terms in cluster	Differentially expressed genes (*n*)	Enrichment score	*p* value range
Regulation of molecular function and catalytic activity	0065009; 0050790; 0051336	32	3.70	2.1 × 10^−5^-1.5 × 10^−3^
Cholesterol and lipid biosynthetic and metabolic processes	0006695; 0008203; 0016126; 0016125; 0044255; 0006629; 0008610; 0006694; 0008202	32	2.16	7.3 × 10^−4^-8.6 × 10^−3^
Amine catabolic processes	0009310; 0044270; 0009065; 0006527; 0009063; 0009064	9	1.59	3.3 × 10^−3^-2.8 × 10^−2^
Regulation of GTPase activity	0043087	7	1.54	6.7 × 10^−3^
Response to nutrient levels and extracellular stimulus	0031667; 0009991	10	1.49	8.1 × 10^−3^-1.0 × 10^−2^
Regulation of hydrolase activity	0051336; 0043087; 0032313; 0032483; 0032482; 0032318	13	1.38	1.5 × 10^−3^-4.5 × 10^−2^
Response to glucocorticoid and corticosteroid stimulus	0051384; 0031960	5	1.3	3.0 × 10^−2^-4.4 × 10^−2^
Amine catabolic processes	0009310; 0044270; 0042133; 0006575; 0042219; 0042135	16	1.28	3.3 × 10^−3^-3.4 × 10^−2^
Negative regulation of catalytic activity	0043086; 0033673; 0006469; 0051348	9	1.21	3.4 × 10^−3^-3.0 × 10^−2^
Neurogenesis	0022008; 0048699; 0030182; 0048812; 0048667; 0007409	21	1.18	1.0 × 10^−2^-4.0 × 10^−2^
Response to stress	0006950; 0009605	51	1.04	1.5 × 10^−2^-1.7 × 10^−2^
Response to endogenous stimulus	0009719	21	0.90	1.2 × 10^−2^
Protein import into nucleus	0006606; 0051170	7	0.87	2.5 × 10^−2^-2.8 × 10^−2^
Alcohol metabolic process	0006066	23	0.76	3.1 × 10^−4^

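In the Sar1B:H79G lines, 11 of 23 measured genes of fatty acid synthesis were lower than in control and 0 higher (13 and 0 when adjusted over the list alone), with a median log2 fold change of -0.43. The desaturases Fads1 and Scd fell by 2.42 (standard error 0.17, adjusted p = 0.0011, n = 2 lines each) and 1.81 (standard error 0.20, adjusted p = 0.0033) on the log2 scale, whereas Fasn, which makes palmitate and was picked after its value was seen, had 0.05 (standard error 0.10, adjusted p = 0.74). Of 21 genes of fatty acid oxidation, 7 were lower and 1 higher (9 and 1 when adjusted over the list alone), and Hadh, a mitochondrial dehydrogenase of the pathway, fell by 1.43 (standard error 0.09, adjusted p = 0.0011). The higher one, Hadhb, with 0.95, did not pass without control line 1 (adjusted p = 0.059), control line 2 (0.14) or Sar1B:H79G line 1 (0.072). Of 27 genes of triglyceride synthesis and lipolysis, 6 were lower and Gpat4, Agpat3 and Dgat2 higher (7 and 3 when adjusted over the list alone). Dgat2, which makes triglyceride, rose by 0.74 (standard error 0.09, adjusted p = 0.0051), and the lysosomal lipase Lipa fell by 1.02 (standard error 0.11, adjusted p = 0.0031). The call of Gpat4 was lost without control line 1 (adjusted p = 0.11), control line 2 (0.22), Sar1B:H79G line 1 (0.12) or either Sar1B line (0.065), and that of Agpat3 without control line 2 (0.086) or Sar1B:H79G line 1 (0.062). With the mean of their probe sets both calls were lost (0.056 and 0.13), and after quantile normalization that of Gpat4 (0.13). In total, 28 of the 71 genes passed the test in Sar1B:H79G and 43 did not, and 15 passed without control line 1 and 13 without control line 2. In the Sar1A line, limma called 0 of the 71, with 5, 3 and 6 genes of the 3 lists at an unadjusted p under 0.05 and, when adjusted over the list alone, 1 (Elovl2, lower), 0 and 3 (Gpam and Agpat3, higher, and Dgat2, lower). In the Sar1B lines 5 passed, with Acaa2 at 0.61, Gpam at 0.57, Agpat3 at 0.35, Agpat4 at -0.31 and Elovl2 at -1.03, and 8 passed without either Sar1B:H79G line. Each of the 5 calls was lost without control line 2 (adjusted p from 0.13 for Acaa2 to 0.21 for Gpam) or Sar1B line 2 (from 0.051 for Elovl2 to 0.18 for Agpat3). All but that of Acaa2 were also lost without control line 1 (from 0.066 for Agpat3 to 0.090 for Agpat4) or Sar1B line 1 (from 0.087 for Elovl2 to 0.14 for Gpam), and those of Agpat3 (0.055) and Agpat4 (0.052) without either Sar1B:H79G line. The synthesis list ranked lower than other genes in Sar1B:H79G by camera (adjusted p = 9.4e-05; adjusted p = 0.37 with an estimated correlation), as did the oxidation list (adjusted p = 0.0011; adjusted p = 0.39 with an estimated correlation), and the triglyceride list did not pass against control (adjusted p = 0.39). Against Sar1B, in the same array series, 13 genes of fatty acid synthesis were lower (median -0.65), 8 of oxidation (median -0.49), and the triglyceride list had a median of -0.13 and ranked lower by camera (adjusted p = 0.046; adjusted p = 0.48 with an estimated correlation). That call was lost after quantile normalization (adjusted p = 0.063), with only probe sets above the median (0.054), without Sar1B line 1 (0.12) and without Sar1B:H79G line 2 (0.48; 0.0027 to 0.48 over all alternatives run). With each array as a replicate, 46 of the 71 passed in Sar1B:H79G, 28 in Sar1A and 38 in Sar1B, and with the cell line as a random block 39, 18 and 24.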

Despite reduced secretion of apoB lipoproteins from the Sar1B:H79G and Sar1A cell lines (Fig. 1, *A* and *E*), and increased apoB-secretion from Sar1B cells (Fig. 1*B*), we found that the levels of most transcripts encoding proteins active in fatty acid and triglyceride metabolism were unaltered by increases in Sar1A expression in the Sar1A and Sar1B:H79G (Fig. 2*C*) cell lines and by Sar1B overexpression (supplemental Table S5). By contrast, constitutively active Sar1B decreased the levels of most mRNAs encoding enzymes on the cholesterol biosynthetic pathway (Fig. 3*B* and supplemental Table S5), whereas overexpression of native Sar1A and -B did not (supplemental Table S5).

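Of 18 measured genes of cholesterol biosynthesis, 13 were lower and 1 was higher in the Sar1B:H79G lines than in control (13 and 1 when adjusted over the list alone), with a median log2 fold change of -0.91. Acat2, which condenses acetyl-CoA at the entry of the pathway, had a log2 signal of 9.52 ± 0.04 in Sar1B:H79G and 11.69 ± 0.11 in control (SD, n = 2 lines each), and so fell by 2.17 (standard error 0.09, adjusted p = 9.0e-04). Dhcr7, which forms cholesterol in the last step, fell by 1.94 (standard error 0.13, adjusted p = 0.0011), Fdft1, the squalene synthase, by 1.64 (standard error 0.20, adjusted p = 0.0043), and Idi1, an isomerase of the mevalonate pathway, by 1.46 (standard error 0.13, adjusted p = 0.0019). Mvk, Lss, Cyp51 and Sc5d did not pass, with log2 fold changes of -0.20 (adjusted p = 0.29), -0.24 (adjusted p = 0.26), -0.19 (adjusted p = 0.30) and -0.12 (adjusted p = 0.55), although another probe set of each was called lower. The gene that rose, Lbr, a sterol reductase of the nuclear envelope, had 0.67 (adjusted p = 0.037) and was singled out after its value was seen. Its call was lost without control line 1 (adjusted p = 0.079), control line 2 (0.20) or Sar1B:H79G line 1 (0.13), after quantile normalization (0.059) and with the line number as a replicate block (0.057). Of the branch genes of Fig. 3B, Aacs, which activates ketone bodies, rose by 0.82 (standard error 0.09, adjusted p = 0.0032). Mccc1 and Mccc2 had 0.04 (adjusted p = 0.79) and -0.15 (adjusted p = 0.38) and were called under no alternative. In the Sar1A line, limma called 0 of the 18 genes in either direction, also when adjusted over the list alone, with 7 at an unadjusted p under 0.05 and a median of 0.29. In the Sar1B lines none was lower and 5 were higher (7 when adjusted over the list alone), with a median of 0.19. These were Idi1 with 0.59, Nsdhl with 0.49, Pmvk with 0.36, Sc5d with 0.76 and Lbr with 0.83. Each call was lost without control line 2 (adjusted p from 0.10 to 0.23), Sar1B line 1 (0.051 to 0.15) or Sar1B line 2 (0.11 to 0.16). Those of Pmvk (0.089) and Lbr (0.085) were also lost without control line 1, and that of Idi1 (0.057) without either Sar1B:H79G line. By camera the list did not pass in Sar1A (adjusted p = 0.059) or Sar1B (adjusted p = 0.061), with the direction upward in both. It passed, higher, in 5 alternatives each, among them those without control line 1 (adjusted p = 0.0019 in Sar1A and 8.8e-04 in Sar1B) and, in Sar1B, without Sar1B line 1 (0.0035; 0.0017 to 0.23 and 7.9e-04 to 0.49 over all alternatives run). The list ranked lower than other genes in Sar1B:H79G by camera (adjusted p = 1.0e-08; adjusted p = 0.37 with an estimated correlation), and fry, which tests the list alone, gave adjusted p = 0.018. Against Sar1B, in the same array series, the median was -1.16. Against control, Sqle and Tm7sf2 were called lower with -0.83 and -0.79. Sqle was not called without control line 1 (adjusted p = 0.093) or Sar1B:H79G line 2 (0.094). Tm7sf2 was not called without any 1 of the control or Sar1B:H79G lines (0.076 to 0.14). The list overlaps the genes that the paper chose on these arrays, so that its direction is not independent evidence, and 3 listed genes were not analysed here.

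**Figure D2:**
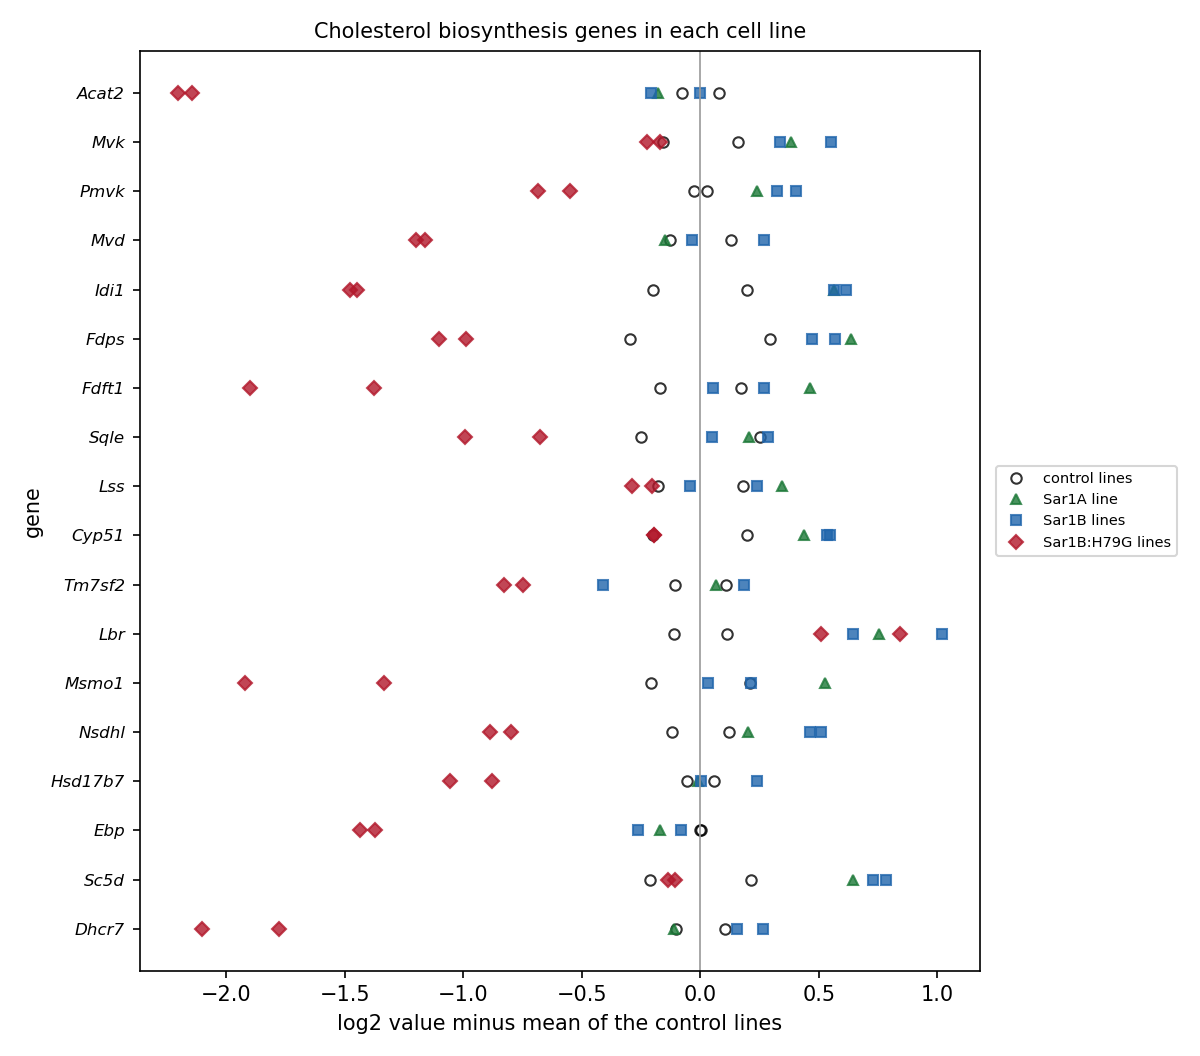
Log2 signal of cholesterol biosynthesis genes in each cell line, minus the mean of the 2 control lines, with 1 point per line (control, Sar1A, Sar1B and Sar1B:H79G). Both Sar1B:H79G lines lie below both control lines for Acat2, Dhcr7, Fdft1 and Idi1.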

Western blot analysis of Sar1B:H79G cell lysates revealed markedly reduced levels of Hmgcs1 and Lss protein (Fig. 3*C*, *1st* and *2nd panels*), whereas Dhcr7, which converts 7-dehydrocholesterol to cholesterol and 7-dehydrodesmostrel to 24-dehydrocholesterol (Fig. 3*B*), was increased >2-fold (Fig. 3*C*, *3rd panel*). In a control analysis, Sar1B:H79G did not alter RNA (supplemental Table S5) or protein levels of Acsl5 (Fig. 3*C*, *4th panel*), a key regulator of fatty acid metabolism (71). Furthermore, Sar1A overexpression, which also markedly impaired apoB lipoprotein secretion (Fig. 1*E*), did not reduce Hmgcs1 and Lss protein (Fig. 3*D*) or increase Dhcr7 protein (Fig. 3*D*). 

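Acsl5, which activates long-chain fatty acids, had a log2 signal of 12.19 ± 0.09 in the Sar1B:H79G lines and 12.05 ± 0.19 in the control lines (SD, n = 2 lines each). Its log2 fold change of 0.14 (standard error 0.11, adjusted p = 0.38) did not pass the test, and neither did its other probe set. Against Sar1B, in the same array series, Acsl5 had a log2 fold change of -0.34 (standard error 0.11, adjusted p = 0.13), and against Sar1A -0.16 (standard error 0.13, adjusted p = 0.75). It was 0.30 in Sar1A (standard error 0.13, adjusted p = 0.25) and 0.48 in Sar1B (standard error 0.11, adjusted p = 0.0504) against control. With each array as a replicate, the gene was called higher in Sar1B:H79G against control (adjusted p = 0.025, with 0.025 to 0.97 over all alternatives run).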

Rather Hmgcs1 protein was increased (Fig. 3*D*, *1st panel*).

Sar1B overexpression had a variable impact on Hmgcs1 protein levels and only significantly reduced Lss (Fig. 3*D*). However, no increase in Dhcr7 protein was observed, and in marked contrast to Sar1A and Sar1B:H79G overexpression, Ascl5 protein was reduced (Fig. 3*D*). Thus, these data indicate that overexpression of Sar1A, Sar1B, and Sar1B:H79G have distinct effects on Hmgcs1, Dhcr7, and Acsl5 protein levels and that only Sar1B:H79G significantly reduced levels of mRNA encoding cholesterol-biosynthetic enzymes (supplemental Table S5).

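Cholesterol biosynthesis genes were also lower in the Sar1B:H79G lines than in the Sar1B and Sar1A lines, whose arrays belong to the same series. Between Sar1B:H79G and Sar1B, the β-actin gap between 5′ and 3′ signals differed by -0.17 (SD 0.066 between lines) and that of Gapdh by -0.034 (SD 0.042). Against Sar1B, 15 of 18 genes were lower and 0 higher (16 and 0 when adjusted over the list alone), and against Sar1A 11 were lower and 0 higher (17 and 0 when adjusted over the list alone). Idi1 fell by 2.05 against Sar1B (standard error 0.13, adjusted p = 0.0020, n = 2 lines each) and by 2.03 against Sar1A (standard error 0.16, adjusted p = 0.0075, 2 lines against 1). Dhcr7 fell by 2.15 (standard error 0.13, adjusted p = 0.0019) and 1.83 (standard error 0.16, adjusted p = 0.0081), and Acat2 by 2.07 (standard error 0.09, adjusted p = 0.0015) and 1.99 (standard error 0.12, adjusted p = 0.0056). Lss, the lanosterol synthase, did not pass in either comparison, with -0.34 (standard error 0.14, adjusted p = 0.24) and -0.59 (standard error 0.18, adjusted p = 0.17). Sc5d, a desaturase of the late pathway, was called against Sar1B at -0.88 (standard error 0.14, adjusted p = 0.016), though not without Sar1B line 2 (adjusted p = 0.073) or Sar1B:H79G line 2 (0.051; 5.9e-12 to 0.073 over all alternatives run). The list ranked lower than other genes by camera against Sar1B (adjusted p = 4.9e-15; adjusted p = 0.24 with an estimated correlation) and against Sar1A (adjusted p = 2.5e-18; adjusted p = 0.19 with an estimated correlation). Over all probe sets, 2680 differed from Sar1B (1037 higher, 1643 lower) and 920 from Sar1A (413 higher, 507 lower). The count against Sar1B was 1482 without either control line, which lowers the number of lines in the fit, and 1232 without Sar1B line 2. The count against Sar1A was 258 without either control line, 545 without Sar1B:H79G line 2 and 0 in a fit of only these 3 lines (limma, 4193 at an unadjusted p under 0.05). The paper states that, of the 3 proteins, Sar1B:H79G alone significantly lowered these mRNAs (supplemental Table S5).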

In a further control experiment, we found that knockdown of *ApoB* and *Mttp* did not significantly reduce mRNA levels of cholesterol pathway-encoding enzymes (supplemental Fig. S2). Thus, these data substantiate the evidence from the *Sar1A* gene expression (supplemental Table S5) and apoB secretion results (Fig. 1*E*) that partial ablation of cholesterol/cholesteryl ester secretion via the apoB-containing lipoprotein axis (40, 69, 72, 73) was not sufficient by itself to explain the Sar1B:H79G-mediated reductions in the levels of transcripts encoding cholesterol biosynthetic enzymes (Fig. 3*B* and supplemental Table S5).

CHO cells do not have the machinery to produce apoB-containing lipoproteins (74). We therefore used them to explore further the impact of native and constitutively active Sar1 overexpression on the levels of mRNAs encoding cholesterol biosynthetic enzymes. *Sar1A* mRNA levels were respectively increased by 18.68 ± 2.04- and 22.13 ± 1.12-fold in the Sar1A and Sar1A:H79G cell lines; and the corresponding *Sar1B* values for the Sar1B and Sar1B:H79G cell lines were 21.17 ± 2.87 and 38.08 ± 3.71. *Sec* and control gene expression was much more modestly affected (Fig. 4*A*). In these non-apoB lipoprotein-producing cell lines, the overexpression of native Sar1A and Sar1B reduced cholesterol biosynthesis gene expression, but to a lesser extent than the control genes (Fig. 4, *A* and *B*). By contrast, constitutively active Sar1A or Sar1B overexpression markedly reduced mRNA levels of the cholesterol gene set (Fig. 4*B*). Hence, these data support the proposition that the reduced levels of most transcripts encoding enzymes for cholesterol biosynthesis in the McArdle-RH7777 cell lines expressing Sar1B:H79G are partially separable from the apoB lipoprotein secretion defect.

**FIGURE 4.**
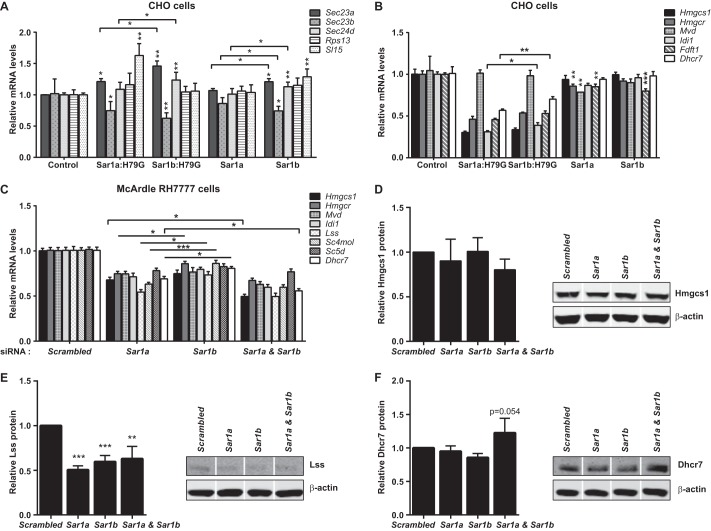
**No Sar1 isoform-specific effects on cholesterol biosynthesis gene expression in non-apoB and apoB lipoprotein-secreting cells.** *A* and *B*, relative mRNA levels of COPII and control genes (*A*) and representative cholesterol genes (*B*) in CHO cells stably overexpressing constitutively active Sar1A or Sar1B and native Sar1A or Sar1B, analyzed by RT-qPCR. *A*, *, *p* < 0.05 *versus* cells with empty vector control or cells expressing Sar1b:H79G or Sar1b. **, *p* < 0.01 *versus* cells with empty vector control. *B*, *, *p* < 0.05 *versus* cells expressing Sar1b:H79G; **, *p* < 0.01 *versus* cells with empty vector control or cells expressing Sar1b:H79G; ***, *p* < 0.001 *versus* cells with empty vector control. *C, Sar1a* and *Sar1b* knockdown in McArdle-RH7777 cells reduce levels of representative mRNA encoding cholesterol biosynthesis enzymes. *, *p* < 0.05 *versus Sar1b* (with or without *Sar1a*) siRNA; ***, *p* < 0.001 *versus Sar1b* siRNA. *D–F*, relative protein levels of Hmgcs1 (*D*), Lss (*E*), and Dhcr7 (*F*) in McArdle-RH7777 cells transfected with *Sar1a* and *Sar1b* siRNAs. *White line* separators indicate that noncontiguous lanes from the same gel are shown. *E*, ***, *p* < 0.001 *versus* scrambled control siRNA; **, *p* < 0.01 *versus* scrambled control siRNA. *A–F*, data (mean ± S.E.) are from three independent experiments.

The gene expression data from CHO cell line experiments (Fig. 4*B*) also suggested that both Sar1 isoforms modulate the levels of mRNAs encoding cholesterol biosynthetic enzymes. We examined this further in McArdle-RH7777 cells by determining the effects of *Sar1a* and *Sar1b* knockdown on mRNA levels of eight representative members of this gene set. All were decreased (Fig. 4*C*). *Sar1b* knockdown generally produced smaller reductions than knockdown of *Sar1a*, the predominant species in McArdle-RH7777 cells. In the double knockdown, *Hmgcs1* and *Dhcr7* mRNA levels were significantly lower than in the individual knockdowns (Fig. 4*C*). However, Hmgcs1 protein levels were not significantly decreased by either individual or combined knockdown of *Sar1a* and *Sar1b* (Fig. 4*D*). In comparison, Lss protein was significantly reduced by both individual and combined *Sar1a* and S*ar1b* knockdown (Fig. 4*E*). Combined (not individual) *Sar1a* and *Sar1b* knockdown also produced a nonsignificant rise in Dhcr7 (Fig. 4*F*, *p* = 0.054 for difference from scrambled siRNA control). Thus, collectively, these data indicate that both Sar1A and Sar1B modulate the levels of mRNAs encoding cholesterol biosynthetic enzymes, supporting the CHO cell findings (Fig. 4*B*). Substantiating this conclusion, we also found that in human liver samples, *SAR1A* and *SAR1B* mRNA levels exhibited no isoform-specific correlations with 20 of the 21 mRNA species encoding cholesterol biosynthetic enzymes (supplemental Table S6). The only isoform-specific correlation was between that of *SAR1B* and *SC5DL* (sterol-C5-desaturase), and both of these genes had expression values that exhibited positive correlation with *APOB* and *MTTP* mRNA levels (supplemental Table S6).

Next, we wanted to establish whether the reductions in “cholesterol” gene expression (Figs. 3*B* and 4*C*) and associated protein changes (Figs. 3*C* and 4, *D–F*) translated into reduced *de novo* cholesterol synthesis. As estimated from the incorporation of [^14^C]acetate into cholesterol, Sar1B:H79G overexpression markedly reduced the rate of *de novo* cholesterol synthesis (Fig. 5*A*). Additionally, [^14^C]cholesterol secretion was reduced (Fig. 5*B*) but to a lesser extent than *de novo* cholesterol synthesis. The estimated rate of incorporation of [^14^C]acetate into nonesterified fatty acids (NEFA) was also reduced (Fig. 5*C*), but this was to a much lesser degree than *de novo* cholesterol synthesis, and there was no corresponding reduction in ^14^C-labeled NEFA secretion (Fig. 5*D*). 

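Over 18 cholesterol biosynthesis genes, the median log2 difference between the Sar1A line and the Sar1B lines was -0.07. Idi1 differed by -0.02 (standard error 0.16, adjusted p = 1.0), Acat2 by -0.07 (standard error 0.12, adjusted p = 1.0) and Lss by 0.25 (standard error 0.18, adjusted p = 1.0) on the log2 scale (Sar1A minus Sar1B, 1 line against 2). The most negative difference was that of Dhcr7 with -0.32 (standard error 0.16, adjusted p = 0.89), and the most positive that of Msmo1, a methyl sterol oxidase, with 0.40 (standard error 0.27, adjusted p = 1.0). Of the 18 genes, limma called 0 in either direction, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The list did not pass camera (adjusted p = 0.83). Over all 31042 probe sets, 1 differed, that of Rab37, with 2.84 (standard error 0.09, adjusted p = 0.0017), and 2036 had an unadjusted p under 0.05. Without either control line, which lowers the number of lines in the fit, the Rab37 call was lost (adjusted p = 0.058), as it was in a fit of only these 3 lines (0.18), and 26 probe sets were called without Sar1B line 2 and 2 without either Sar1B:H79G line. With the cell line as a random block 1191 were called, with each array as a replicate 3212, and with trend and robust options 10. In simulated data of this design, 79% of differences of 1 on the log2 scale were called. Those data held 200 changed probe sets, where 1 was called here, so that the adjusted threshold was easier to pass in them. The 79% therefore does not show how many such differences would be called here. A p that misses the threshold does not show that values did not differ.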

Consistent with comparable transcription profiles (supplemental Table S5), the Sar1A and Sar1B cell lines displayed similar rates of *de novo* cholesterol synthesis (Fig. 5*A*), both of which were significantly higher than that of the Sar1B:H79G cell lines.

**FIGURE 5.**
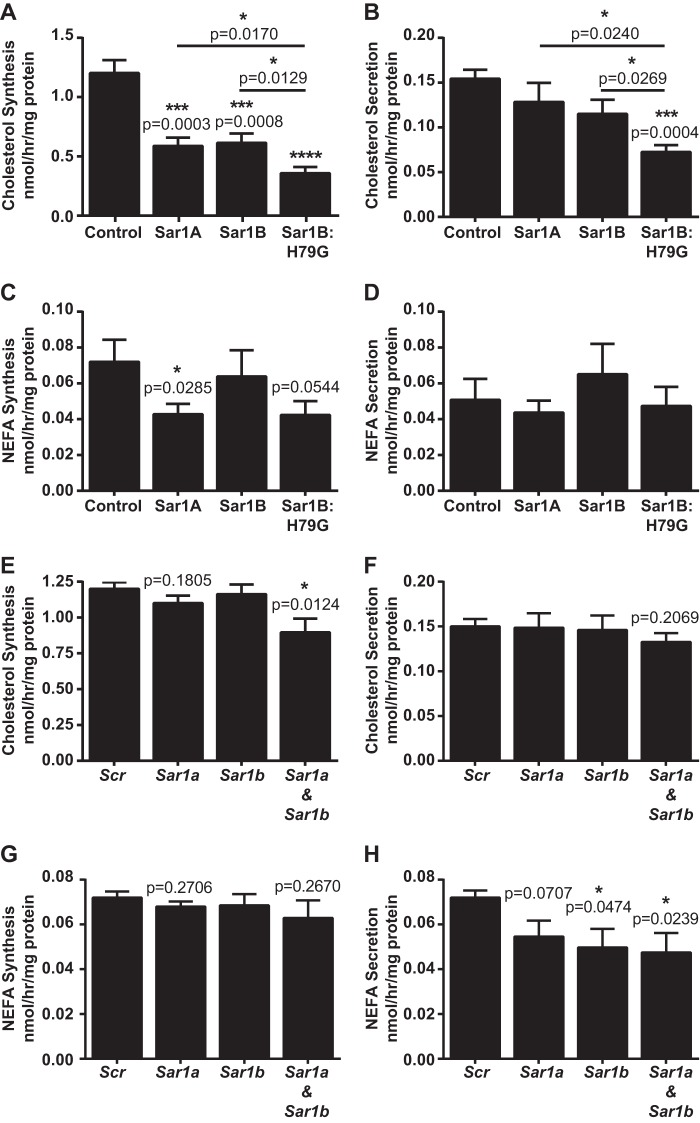
**Sar1B:H79G and combined Sar1a and Sar1b deficiency reduce *de novo* cholesterol synthesis to greater extents than cholesterol secretion.** *A–H*, McArdle-RH7777 cells stably overexpressing specified recombinant Sar1 protein or control McArdle-RH7777 cells transfected with specified siRNA were labeled with 2 mm [^14^C]acetate for 5 h. *A* and *B*, [^14^C]cholesterol in the cell (*A*) and media (*B*) of specified cell lines. *C* and *D*, [^14^C]NEFA contents in the cell (*C*) and media (*D*) of specified cell lines. *E* and *F*, [^14^C]cholesterol contents in the cell (*E*) and media (*F*) of McArdle-RH7777 cells transfected with specified siRNAs. *G* and *H*, [^14^C]NEFA contents in the cell (*G*) and media (*H*) of cells transfected with specified siRNAs. Data (mean ± S.E.) are from three (*A–D*) or four (*E–H*) independent experiments, *Scr*, scrambled siRNA. *A* and *B*, ***, *p* < 0.001 *versus* cells with empty vector control; ****, *p* < 0.0001 *versus* cells with empty vector control; *, *p* < 0.05 *versus* cells expressing Sar1B:H79G. *C*, *, *p* < 0.05 *versus* cells with empty vector control. *E* and *H*, *, *p* < 0.5 *versus* scrambled control siRNA.

Individual knockdown of *Sar1a* and *Sar1b* did not reduce the estimated rates of *de novo* cholesterol synthesis (Fig. 5*E*). By contrast, combined *Sar1a* and *Sar1b* knockdown had a significant impact reducing cellular [^14^C]cholesterol by 25.33 ± 8.04% (Fig. 5*E*), and this was paired with a small, albeit nonsignificant, reduction in the estimated rate of [^14^C]cholesterol secretion (Fig. 5*F*). The estimated rate of incorporation of [^14^C]acetate into NEFA was also reduced by combined *Sar1a* and *Sar1b* knockdown but by no more than individual *Sar1a* and *Sar1b* knockdowns (Fig. 5, *G* and *H*). Thus, these data, combined with the results in Figs. 3, *B–D*, and 4, *B–F*, and previous findings (52–55), indicate that an insufficiency of Sar1 to support pre-budding complex assembly or the sequestration of certain cargo into pre-budding COPII complexes containing constitutively active Sar1 reduce cholesterol biosynthesis.

Because cholesterol synthesis may both affect and be affected by the processing of Srebp2 in the Golgi apparatus, and COPII vesicles transport the ∼123-kDa ER membrane-bound precursor Srepb2 polypeptide to the Golgi (44, 45), we examined the effects of Sar1B:H79G overexpression and *Sar1a* and *Sar1b* knockdown, on Srepb2 expression. Additionally, we determined cellular levels of ATF6, a non-sterol-dependent transcription factor. The ATF6 precursor resides in the ER membrane (75) and is activated by the same proteases as Srebp2 in the Golgi (76, 77) to specifically regulate ER stress-inducible genes (78).

We found that Sar1B:H79G overexpression led to a small, but nonsignificant, rise in the level of precursor Srebp2 (Fig. 6*A*) and a significant increase in the level of the 68-kDa processed polypeptide (Fig. 6, *B* and *C*). Levels of the control protein ATF6 were not altered (supplemental Fig. S3). Thus, these results indicate that there was sufficient endogenous Sar1 in the Sar1B:H79G cell lines (Fig. 2*C*) to support the ER export of both Srebp2 and ATF6 precursors.

**FIGURE 6.**
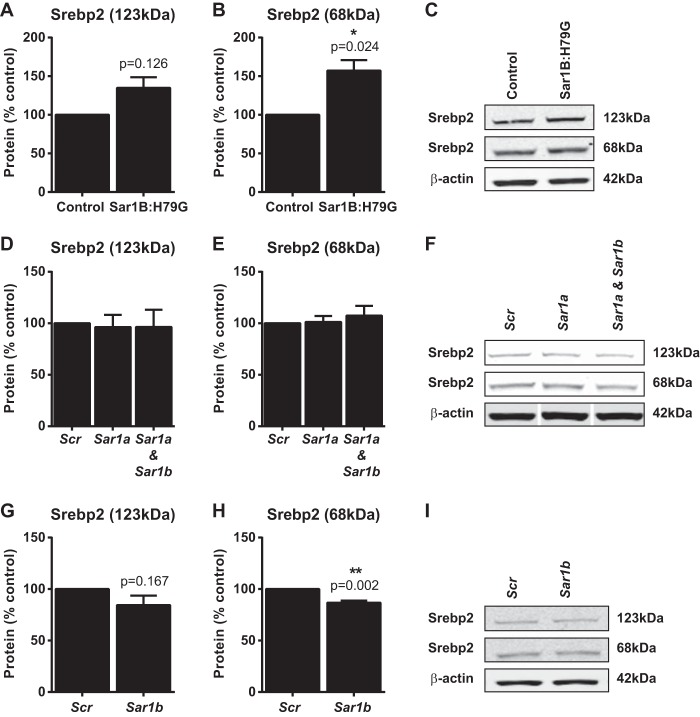
**Constitutively active Sar1B increases Srebp2 levels, whereas Sar1b deficiency decreases Srepb2 processing in McArdle-RH7777 cells.** *A–C*, Srebp2 protein in stably overexpressing Sar1B:H79G and empty vector control cells. *D–F, Sar1a* and *Sar1a*+ *Sar1b* knockdown do not alter the levels of the 123-kDa precursor (*D* and *F*) or of the 68-kDa processed (*E* and *F*) Srebp2 protein. *G–I, Sar1b* knockdown decreases (*H* and *I*) the level of 68-kDa processed Srebp2 protein. *A–I*, data (mean ± S.E.) are from a minimum of three independent experiments. *B*, *, *p* < 0.05 *versus* cells with empty vector control. *H*, **, *p* < 0.01 *versus* scrambled control siRNA. In Western blot analyses, *white line* separators indicate that noncontiguous lanes from the same gel are shown. *D–I, Scr*, scrambled siRNA.

Sar1a knockdown did not reduce either Srebp2 protein levels (Fig. 6, *D–F*) or *Scap* and *Srebp2* mRNA expression (supplemental Table S7). Likewise, combined *Sar1a* and *Sar1b* knockdown did not decrease Srebp2 protein levels or its processing (Fig. 6, *D–F*). By contrast, knockdown of *Sar1b* (minority *Sar1* species in McArdle-RH7777 cells), which had no impact on *de novo* cholesterol synthesis (Fig. 5*E*), significantly reduced (by 13.2 ± 1.93% *versus* scrambled, *p* = 0.002 for difference) the level of processed Srebp2 (Fig. 6, *G–I*) and *Scap* mRNA (supplemental Table S7). In the control analysis, *Sar1b* knockdown did not reduce the amount of the non-sterol-responsive transcription factor ATF6 (supplemental Fig. S3).

## DISCUSSION

This study was designed to examine the interplay between apoB-containing lipoprotein secretion and *de novo* cholesterol synthesis and their reliance on the common and individual activities of the two Sar1 isoforms. We provide strong evidence that Sar1B promotes the secretion of triglyceride-rich, apoB-containing lipoproteins from the liver, which would neatly explain the counter-intuitive observation that some CMRD children develop hepatic steatosis, despite severe intestinal fat malabsorption (16–18). Moreover, we show that Sar1A antagonizes Sar1B's lipoprotein secretion-promoting activity. We also establish that *SAR1B* is the predominantly expressed isoform in human jejunum and liver, two organs that substantially contribute to circulating levels of cholesterol (12, 79, 80), and that Sar1 deficiency, as well as constitutively active Sar1, decrease the levels of transcripts encoding cholesterol biosynthetic enzymes and *de novo* cholesterol synthesis. The results, which help explain the unique nature of the very severe hypocholesterolemia phenotype (*i.e.* reduced levels of all cholesterol-carrying lipoproteins) that features in CMRD (16, 18, 81), indicate that Sar1B makes a substantial contribution to the regulatory processes controlling ER and blood cholesterol levels.

As touched upon in the Introduction, there is a close spatial and temporal association between apoB and the ER membrane, extending from its point of entry to its co-translational assembly into a nascent lipoprotein (82). This transformation is promoted by triglyceride and cholesterol synthesis (72, 82–88), plus the conversion of membrane-bound cholesterol to cholesteryl esters (40, 69, 73, 83, 89), whereas the transport of newly assembled apoB lipoproteins from their sites of synthesis in the ER to the Golgi apparatus is mediated by the COPII transport machinery.

With the results from this study, we can now conclude that only Sar1B, and not Sar1A, can secure the efficient secretion of nascent, triglyceride-rich, apoB-containing lipoproteins and that it does so whether they are assembled around apoB48 or apoB100 and in the liver or intestine. Indeed, we found that Sar1A antagonizes Sar1B's apoB lipoprotein secretion-promoting activity, and this antagonism was more pronounced for larger and more lipid-laden apoB lipoproteins. Thus, these data suggest that Sar1B may have a unique capacity to promote the production of COPII vesicles of the size required to secure the ER export of triglyceride-rich, apoB-containing lipoproteins. This proposition fits well with existing knowledge. First, a few abnormally small chylomicrons (diameter 63 ± 19 nm) have been found within the abluminal space of CMRD patients' enterocytes (90), implying that chylomicrons (which are assembled around apoB48) exit the ER in standard sized COPII vesicles so long as they remain small. Second, in both of the two unrelated CMRD patients investigated, VLDL (which is assembled around apoB100) was markedly reduced (91). Third, in rat hepatocytes, VLDL formed around either apoB48 or apoB100 buds from the ER in larger sized COPII vesicles than do protein cargo (92). Moreover, a significant proportion of the apoB100 lipoproteins are found in larger sized COPII vesicles than apoB48 particles (92), likely reflecting that apoB100 has more neutral lipid-binding motifs than apoB48. Indeed, assembling apoB100 lipoproteins not only require more lipid than apoB48 to attain a soluble conformation, they will, with all other things being equal (*e.g.* lipid availability), bind considerably more lipid than apoB48 (12, 93, 94).

Although early investigations on CMRD patient samples revealed that both intestinal and hepatic apoB-containing lipoproteins were produced in this condition (81, 90), a re-appraisal of these data is long overdue given the new information on Sar1 (53–55) and the results reported herein. Thus, the totality of the data indicates that the removal of apoB lipoproteins from their sites of synthesis in the ER lumen may facilitate the apoB lipoprotein assembly process itself. We note, for example, that Sar1B's lipoprotein secretion-promoting activity was associated with a marked increase in *ApoB* expression (Fig. 2*D*) but not of genes regulating triglyceride synthesis (supplemental Table S5) and that Sar1B promoted the production of increased numbers of apoB lipoproteins rather than of more lipid-laden ones (Fig. 1, *C* and *D*). In comparison, Sar1B mutations in CMRD culminate in the production of abnormally large chylomicrons (90) and a lipid phenotype resembling that observed in the recessively inherited lipoprotein production disorder, abetalipoproteinemia; specifically, enterocytes from CMRD patients contain large cytosolic lipid droplets, even in the fasting state (90). Thus, loss of Sar1B's lipoprotein secretion-promoting activity appears to impair apoB lipoprotein production, albeit to a lesser extent than the impairment that occurs in abetalipoproteinemia.

Tantalizing clues as to how Sar1B could promote the assembly of specialist pre-budding complexes for mediating the onward transport of nascent apoB lipoproteins have emerged from two *in vitro* studies (56, 95). The first showed that Sar1B relaxes its host membrane to a greater extent that Sar1A, implying the former may promote assembly of large radius pre-budding complexes more readily than the latter, all other factors being equal (95). The second, incidentally found during study of the pathogenic Sec23A-F382L mutation (56), is that Sar1B-Sec23-Sec24 pre-budding complexes have lower affinity for Sec13/Sec31A than equivalent Sar1A-Sec23-Sec24 complexes, reducing Sec23-mediated hydrolysis of GTP on Sar1. The implication, which seems entirely consistent with their study's morphological analyses, is that Sar1B serves to delay, relative to Sar1A, COPII coat disassembly, thereby tilting the balance toward continued COPII vesicle expansion. In fact, a prolonged COPII vesicle assembly process could permit elongating apoB polypeptides to commandeer its ER-to-Golgi transport vesicle early on in the lipoprotein production process (∼10–15 min for apoB100 (13)), well before it undergoes the huge increase in size that occurs during transformation of hepatic and intestinal apoB into lipoproteins.

We found that relative to *SAR1A*, *SAR1B* mRNA levels are much higher in the upper gastrointestinal mucosa than in liver. Nonetheless, it is apparent that *SAR1B* contributes in a major way to hepatic lipid metabolism given the combination of our apoB lipoprotein studies (*e.g.* Figs. 1*B* and 2, *D* and *E*), the finding of hepatic steatosis in some children with CMRD (16, 17, 91), the highly significant positive correlations between *SAR1B*, *APOB*, and *MTTP* mRNA in human liver samples, and the finding that partial *Sar1b* knockdown reduced Srebp2 processing (Fig. 6*H*) paired with the expected corresponding reduction in levels of mRNAs encoding enzymes active in cholesterol biosynthesis (Fig. 4*C*).

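No gene of fatty acid or triglyceride metabolism passed the test between the Sar1A line and the Sar1B lines. Of 23 genes of fatty acid synthesis, 21 of fatty acid oxidation and 27 of triglyceride synthesis and lipolysis, limma called 0 of 71, with 1, 0 and 3 at an unadjusted p under 0.05. When adjusted over the list alone, the triglyceride gene Dgat2 was lower in Sar1A and none of the other lists. Fads1, a fatty acid desaturase, differed by -0.12 (standard error 0.20, adjusted p = 1.0) and Scd by -0.28 (standard error 0.24, adjusted p = 1.0) on the log2 scale (Sar1A minus Sar1B, 1 line against 2). Among the triglyceride genes, Dgat2 had -0.72 (standard error 0.11, adjusted p = 0.28) and Cidec, a lipid droplet protein, -1.27 (standard error 0.28, adjusted p = 0.42). The median differences were -0.05 for fatty acid synthesis, -0.20 for oxidation and -0.02 for the triglyceride list. By camera, only the oxidation list of these 3 ranked lower in Sar1A (adjusted p = 0.016; adjusted p = 0.98 with an estimated correlation), with 19 of 21 genes negative, and it did not pass without Sar1B line 2 (adjusted p = 0.47). With each array as a replicate, 16 of the 71 were called, 4 higher and 12 lower in Sar1A, and with the cell line as a random block 6 were.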

We found that Sar1 had no isoform-specific effects on the expression of genes regulating triglyceride or fatty acid metabolism (supplemental Table S5). Moreover, even though constitutively active Sar1B blocked apoB lipoprotein secretion (Fig. 1*A*), it did not reduce the expression of most members of these two gene sets, suggesting that the intracellular transport of Srebp1, the best characterized transcription factor regulating fatty acid and triglyceride gene expression (47, 96–99), was maintained in our Sar1B:H79G cell lines. Indeed, because our stable cell lines overexpressing Sar1B:H79G induced a compensatory rise of endogenous Sar1A (Fig. 2*C*), we very likely created the means for allowing the onward transport of some ER cargo, while facilitating detection of Sar1B-specific phenotypes.

Although we found that native Sar1A and Sar1B overexpression had no, or minimal, effect on the levels of mRNA encoding cholesterol biosynthetic enzymes (supplemental Table S5 and Fig. 4*B*), they did reduce *de novo* cholesterol biosynthesis, albeit to a much lesser extent than Sar1B:H79G overexpression. It seems particularly pertinent that Sar1A overexpression, which markedly decreased apoB lipoprotein secretion (Fig. 1*E*), was associated with increased Hmgcs1 protein levels, and Sar1B overexpression was associated with reduced Lss protein. Conceivably, this counter-intuitive rise in Hmgcs1 protein (but not mRNA) could reflect a response to the diversion of acetyl-CoA (Fig. 3*B*) away from the cholesterol biosynthesis pathway toward an alternative metabolic pathway(s), for example, pathways promoting the acetylation of ER resident and ER-transiting proteins (100) and/or histone tails (101). In comparison, the reduction in Lss protein associated with Sar1B overexpression, however it is mediated, may reflect part of an adaptive response that serves to reduce flux through the cholesterol biosynthetic pathway.

The observation that Sar1B:H79G overexpression reduced the levels of most transcripts encoding cholesterol biosynthetic enzymes (Fig. 3*B* and supplemental Table S5) and that this reduction was paired with increased, rather than decreased, Dhcr7 protein levels is of interest (Fig. 3*C*). Dhcr7 deficiency in embryonic mouse brains leads to a compensatory rise in Hmgcs1 protein (102). This reciprocal relationship also develops on Sar1B:H79G overexpression, despite it having comparable effects on *Hmgcs1* and *Dhcr7* mRNA levels (supplemental Table S5). Likewise, the expected reciprocal relationship between reduced *de novo* cholesterol synthesis and increased Srepb2 processing (Fig. 6, *B* and *C*) was sustained. However, this increased processing was insufficient to secure the expected corresponding increases in cholesterol biosynthetic gene expression, as judged by mRNA measurements.

There are several possible explanations that could account for the effect of the Sar1B:H79G mutation on the levels of mRNA encoding cholesterol metabolism genes. For instance, it could reflect reduced Srebp2-mediated activation of these genes, for example, as a result of dimerization of Srebp2 with Srebp1c and/or another transcriptional co-factor (103, 104). Next, the processes regulating stabilization of one or more of these transcripts may be compromised (105). Alternatively, it could reflect their enhanced degradation, for example, via an miRNA-mediated (106) or IRE1α-mediated (107) mechanism(s). What is clear is that the incorporation of constitutively active Sar1B into pre-budding complexes would sequester certain ER cargo as a result of delaying the completion of COPII vesicle assembly and thus the fission of COPII vesicles, along with their selected cargo, from the ER membrane (51, 52, 55). Furthermore, reducing cholesterol secretion via the apoB lipoprotein pathway does not adequately explain the reduced mRNA levels associated with expression of constitutively active Sar1 (*e.g.* supplemental Fig. S2).

We also found that reducing the level of Sar1a protein decreased the levels of mRNA encoding cholesterol biosynthetic enzymes (Fig. 4*C*), but despite this, estimated rates of *de novo* cholesterol synthesis and secretion were not reduced. Consistent with this, Srebp2 processing was not increased. Thus, our results indicate that in our cell system there was sufficient Sar1 (*i.e.* residual Sar1a protein and Sar1b) to initiate the assembly of pre-budding COPII complexes for ER export of Srebp2 and that factors other than reduced Srebp2 processing underlie the reduced mRNA levels of the cholesterol gene set. By contrast, the reduced processing of Srebp2 associated with knockdown of *Sar1b* (minority species) may explain some of the reduction in the levels of mRNA encoding cholesterol biosynthetic enzymes. Hence, the observed cholesterol/Srebp2/mRNA differences between the Sar1B:H79G overexpressing cells and cells deficient for Sar1a or Sar1b indicate that the processes regulating *de novo* cholesterol synthesis in apoB lipoprotein-producing cells may be somewhat more complex than in other cell types. Furthermore, modulation of Sar1A and Sar1B levels in such cells affects processes regulating the accessibility of *de novo* synthesized cholesterol within the ER membrane (108, 109), its subsequent transfer to and utilization in the plasma membrane (110, 111), in addition to its use in the production of apoB- and apoA1-containing lipoproteins (38–40, 112).

The observation that *Sar1* knockdown reduced *de novo* cholesterol synthesis by ∼25% is likely to be clinically relevant, especially given that this phenotype developed in cells that retained ∼30% of their total Sar1 (*i.e.* a and b) protein. It is also very striking that the severe hypocholesterolemia of CMRD differs from abetalipoproteinemia (1, 113) and familial hypobetalipoproteinemia (14) in that it is characterized by very low levels of high density lipoprotein (HDL) cholesterol, and indeed, in some cases, absence of this so-called good cholesterol-carrying lipoprotein particle (16, 18, 81, 114). HDL is formed through the efflux of plasma membrane cholesterol onto lipid-free apoAI, and cellular cholesterol levels are a major determinant of this efflux from the plasma membrane (114, 115). Therefore, it must be acknowledged that *SAR1B* mutations in CMRD very likely contribute to the low HDL cholesterol phenotype through an overall reduction in whole-body *de novo* cholesterol synthesis and that this reduction may, to a large extent, stem from those cells that have relatively low Sar1A levels or a high requirement for *de novo* synthesized cholesterol, or a combination of both.

With respect to understanding the role of hepatic *de novo* cholesterol synthesis in regulating apoB-containing lipoprotein secretion, *in vivo* data are rather sparse. One study found that liver-specific knockdown of *HMGCR* in 3- and 4-week-old mice significantly reduced plasma apoB, plus total and LDL cholesterol levels (116). Conversely, another showed that hepatic overexpression of Fdft1, which produces the first specific intermediate in the cholesterol biosynthetic pathway (Fig. 3*B*), increased *de novo* cholesterol synthesis and the production of cholesterol-enriched VLDL, culminating in markedly raised plasma levels of total and LDL cholesterol (87). Because the post-squalene cholesterol reactions (Fig. 3*B*) occur on the ER membrane (24–28), it is plausible that reduced *de novo* cholesterol synthesis may decrease ACAT activity. Indeed, Parini *et al.* (38) have shown that culturing cells in cholesterol-enriched media increases the enzymatic activity of ACAT2, the major cholesterol-esterifying enzyme in hepatocytes (39), and Temel *et al.* (40) demonstrated that ACAT2 stimulates cholesteryl ester secretion in apoB lipoproteins. Furthermore, it has been demonstrated that MTTP increases ACAT's activity by transferring its reaction products (*i.e.* cholesteryl esters) onto assembling apoB lipoproteins, thereby removing product inhibition (69). Thus, in light of these considerations, and the data presented here, it seems to make sense that in CMRD, VLDL, and LDL in the patients contain, as percentage of total cholesterol, significantly less cholesteryl ester than control samples (81), whereas their VLDL carries a larger than usual triglyceride load (16, 81, 90). More fundamentally, the cholesterol/cholesteryl ester and apoB/MTTP pathways work with each other, as well as the COPII and Srepb2/Scap machineries, to maintain the cholesterol content of the ER membrane at a concentration(s) compatible with this cellular compartment's biosynthetic organizing functions (117).

How the deposited data were processed for this re-analysis (not part of the article)

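RNA of 7 stable McArdle-RH7777 cell lines was hybridized to 25 Affymetrix rat genome arrays, with 5 control arrays from 2 lines, 4 Sar1A arrays from 1 line, 8 Sar1B arrays from 2 lines and 8 Sar1B:H79G arrays from 2 lines. The authors extracted RNA after 24 h in 1 µg/ml tetracycline and normalized the signals by loess and MAS 5 in CARMAweb, whose version the methods do not give. The authors deposited these normalized signals as log2 values, 1 per probe set and array, without detection calls. The log base was inferred from the range of the values, and no background level could be set against them. The median log2 signal per array lay between 8.10 and 8.16, and no pair of arrays held identical values.

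The 57 probe sets of array controls were left out of the tests. Of the other 31042 probe sets, 20826 carried exactly 1 gene symbol, 436 several and 9780 none. Symbols of 20758 of them were checked against a gene table of the rat reference by their gene identifiers, and 0 changed. Each of 14217 genes was represented by the probe set with the highest mean over the 25 arrays among those with 1 symbol. Genomic positions were not used here.

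Each cell line was taken as 1 replicate, and its arrays were averaged on the log2 scale. The 7 line means were fitted with limma 3.58.1 in R 4.3.3, with a coefficient for each of the 4 groups, 3 residual degrees of freedom and 3.16 prior degrees of freedom. All p-values of single probe sets are Benjamini-Hochberg adjusted over the 31042 probe sets and called under 0.05. The Sar1A group has 1 line, which was assumed to vary like the lines of the other groups. The median SD between line means was 0.065 in control, 0.054 in Sar1B and 0.060 in Sar1B:H79G, and 2 lines per group limit the precision.

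Gene lists, 21 in all, were written from textbook knowledge before the data were examined, and several cover processes that the paper reports from these arrays. For each, the called members were counted, p-values were also adjusted over the list alone, and the list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists of a comparison. Camera called 13 of 21 lists in Sar1B:H79G against control, 3 in Sar1A and 1 in Sar1B against control, 14 in Sar1B:H79G against Sar1B, 11 against Sar1A and 2 between Sar1A and Sar1B, and 0 in each with an estimated correlation. The correlation was estimated with 3 residual degrees of freedom, so that a list that missed with it is not shown to be unchanged. Over-representation was tested by Fisher's exact test, one-sided, against the 14217 genes. Genes named in the text are the 10 largest rises and the 10 largest falls of each comparison that passed the test, whose arrays did not overlap between the groups and whose mean lay above the median probe set, the 3 members of each list with the largest changes, and the genes the paper names for this experiment. The genes of Fig. 3B and of the paper's text had been seen when this rule was set. List members named in addition were chosen after their values were seen, and some genes that the rule takes are not reported here.

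The alternatives were each array as a replicate, the cell line as a random block (statmod 1.5.0), quantile normalization, a shift of each array to the same median, a filter on dim probe sets, fits of only the groups compared, eBayes with trend and robust options, the line number as a replicate block, each control, Sar1B and Sar1B:H79G line left out in turn, the mean of all probe sets of a gene, the stricter threshold of 0.000215 and SAM on single arrays with 100 permutations at the delta values that the paper gives. Calls shared between comparisons with the same controls were set against 100 simulated draws and against controls split by line. The line numbers only mark lines, and the deviations of lines with the same number had correlations of 0.0071, 0.192 and 0.0752 between groups.

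The fit was tested on simulated data with the design of these arrays and 200 changed probe sets. Of changes of 1 on the log2 scale, 90% were called in Sar1B:H79G against control, 88% in Sar1B against control and 77% in Sar1A against control, and 10, 9 and 9 unchanged probe sets were called. Camera called 20 of 20 changed lists and 1 of 20 unchanged ones.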

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

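All tests of explanations in this part were chosen after the results were seen, apart from the count over other choices of 2 lines.

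The controls differ from all other lines in their array series. The gap between 5′ and 3′ signals of 9 poly-A spike-in pairs, which are added to the RNA and do not come from the cells, differed by -0.81 (log2) between the control lines and the other lines, with an SD of 0.027 between lines, and by -0.04 between Sar1B:H79G and Sar1B, while the β-actin gap, which follows the RNA of the samples, differed by -0.29 and -0.17 (SD 0.066 between lines). Calls shared by all 3 kinds of Sar1 lines against control, 297 in the same direction, may therefore come from the array series or from expression of any Sar1 construct, and these cannot be told apart because every control array lies in the other series. In a fit of the 2 Sar1B:H79G lines against the other 5 lines, 1900 probe sets were called, and 2 of the 21 choices of 2 lines, this one among them, gave at least as many, so that chance is not excluded by this count. The other choice was the 2 control lines with 4316, which follows the array series and points to a structure of the samples. Each of the remaining choices gave 0. Within the series of the Sar1 lines, 2680 probe sets differed between Sar1B:H79G and Sar1B and 920 between Sar1B:H79G and Sar1A.

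The fall of cholesterol biosynthesis genes in Sar1B:H79G was set against technical explanations. A difference between the array series is argued against by the comparison with Sar1B inside a single series, where the list's median log2 fold change was -1.16. A change in only 1 of the 2 lines is argued against by the less negative line, with a list median of -1.18 against the Sar1B mean. A normalization that rescales whole Sar1B:H79G arrays is argued against by the list's median in the same comparison after quantile normalization, -1.10, which depends only on the order of signals within each array. RNA quality as a cause was not decided by the β-actin gap. It was -0.71 and -0.63 in the Sar1B:H79G lines and -0.50 and -0.49 in the Sar1B lines. The gap was -0.61 in the Sar1A line and more negative, -0.81 and -0.94, in the control lines. The list was lower against both groups, with a median of -0.91 against control. The control comparison crosses the array series, however, and Sar1A has only 1 line. The Gapdh gap between 5′ and 3′ signals differed between Sar1B:H79G and Sar1B by -0.034 (SD 0.042 between lines), which is within its spread. RNA quality as the whole or part of the cause stays open, since the β-actin gap differed from that of Sar1B by -0.17. A normalization that changes the order of signals, differences between stable clones and a biological difference also stay open and were not tested.

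Genes of the integrated stress response rose in Sar1B:H79G against control, with a median log2 fold change of 1.43, 16 of 18 genes higher and 0 lower (17 and 1 when adjusted over the list alone; camera, adjusted p = 5.8e-10; adjusted p = 0.37 with an estimated correlation). Ddit3 and Atf3, targets of the eIF2α kinase pathway, were among them. The array series as the whole cause is argued against by the comparison with Sar1B, where the median was 1.17, and a change in only 1 line by the lower of the 2 lines, at 1.05 against the Sar1B mean. The list also ranked higher in Sar1A, which carries no mutant protein, against control (median 0.35; camera, adjusted p = 0.0099; adjusted p = 0.93 with an estimated correlation), with 5 genes higher when adjusted over the list alone, and between Sar1A and Sar1B, in a single series, it had adjusted p = 0.057 and passed, higher in Sar1A, in 8 alternatives (0.0063 to 0.47 over all alternatives run). For this list, 1 array of Sar1B line 2 lay below the other Sar1B arrays, with a mean log2 signal of 10.25 where the nearest had 10.45. How much of the difference between Sar1A and Sar1B comes from that array was not tested, since only whole lines were left out. The 8 alternatives include the fit without Sar1B line 1, which keeps that array. They do not include the fit without Sar1B line 2, which drops it. A response to the mutant protein may account for part of the rise in Sar1B:H79G, as may a response to any Sar1 construct, RNA quality, clones or culture conditions, which were not tested.

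The list of ER-Golgi cargo receptors, SNAREs and COPI coat had a median log2 fold change of 1.05 in Sar1B:H79G against control, with 26 of 34 genes higher and Ergic1 and Ergic3 lower (28 and 2 when adjusted over the list alone; camera, adjusted p = 3.3e-12; adjusted p = 0.37 with an estimated correlation), and the unfolded protein response and ER chaperones had 0.17, with 9 of 25 higher and 0 lower (9 and 1 when adjusted over the list alone; camera, adjusted p = 0.021; adjusted p = 0.40 with an estimated correlation; 0.059 without Sar1B:H79G line 2 and 0.093 after quantile normalization). The Ergic1 call was lost without control line 1 (adjusted p = 0.092), control line 2 (0.12), Sar1B:H79G line 1 (0.051) or line 2 (0.10), and that of Ergic3 without control line 1 (0.052). Rab37 differed between Sar1A and Sar1B by 2.84 on the log2 scale, a call that was lost without either control line (adjusted p = 0.058). Of 96 groups of arrays over 24 measures, 3 held an array far from the others, where about 1 in 20 would by chance. These were the apoB lipoprotein list in the Sar1A arrays, with a gap of 0.858 of the range, the COPII list in the Sar1A arrays, with 0.831, and the integrated stress response list in the Sar1B arrays, with 0.638.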

How the results depend on the processing

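No test of this part was chosen after the results were seen. The fall of cholesterol biosynthesis genes in Sar1B:H79G kept its direction under every alternative run, with a median log2 fold change between -1.05 and -0.74 and 11 to 15 genes called lower, apart from the threshold of 0.000215, where limma called 0. Of 9767 values of named genes under the alternatives, 8266 kept their side of the threshold, 1023 lost the call, 477 gained one and 1 was called in the opposite direction, that of Sec24b in Sar1B:H79G against control with the mean of its probe sets (-0.47, against 0.20). Among the 8266, 78 values of genes that were not called changed sign, for example that of Sc5d without control line 1 (0.09, against -0.12). Of 1701 list tests, 1616 kept theirs, 49 lost the call, 36 gained one and 0 were called in the opposite direction. Except where fewer lines or probe sets entered the fit, the cause of these differences was not tested. The values without background signals or detection calls do not show which probe sets lie near the floor.

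With each array as a replicate, 16241 probe sets differed between Sar1B:H79G and control, 11251 between Sar1A and control, 13093 between Sar1B and control, 9869 between Sar1B:H79G and Sar1B, 7215 between Sar1B:H79G and Sar1A, 3212 between Sar1A and Sar1B and 12163 between Sar1B:H79G and the mean of the other 3 groups. With the cell line as a random block (correlation within lines 0.27), the counts in this order were 11805, 5980, 8200, 6879, 4526, 1191 and 8028. With SAM at the paper's delta values, they were 2598, 5171 and 11250 against control, and 653 in Sar1B:H79G only. At the threshold of 0.000215, limma called 0 in each of the 7 comparisons, with 12083, 7069, 9126, 6657, 4657, 2036 and 7901 at an unadjusted p under 0.05, and hence 0 in Sar1B:H79G only. With only the lines of the 2 groups compared, 2330 differed between Sar1A and control, 1482 between Sar1B:H79G and Sar1B, 0 between Sar1B:H79G and Sar1A (limma, 4193 at an unadjusted p under 0.05) and 0 between Sar1A and Sar1B (2366). This setting gives no value for the mean of the other 3 groups. With trend and robust options, 1039 differed between Sar1A and control and 10 between Sar1A and Sar1B. Above the median signal, 1649 differed between Sar1B and control. With the line number as a replicate block, which leaves out Sar1A, 7017 differed between Sar1B:H79G and control, 2005 between Sar1B and control, 2623 between Sar1B:H79G and Sar1B and 4535 between Sar1B:H79G and the other groups, 5434 were called in Sar1B:H79G and not in Sar1B by this fit nor in Sar1A by the fit without the block, and 13 cholesterol genes were lower with a median of -0.91.

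With each control, Sar1B and Sar1B:H79G line left out in turn, 1713 to 5873 probe sets differed between Sar1B:H79G and control, 0 to 369 between Sar1A and control, 0 to 2698 between Sar1B and control, 1232 to 2115 between Sar1B:H79G and Sar1B, 258 to 1164 between Sar1B:H79G and Sar1A, 0 to 26 between Sar1A and Sar1B and 2179 to 3668 between Sar1B:H79G and the other groups. In Sar1B:H79G only, 1713 to 5549 were called. The lowest counts against control came without control line 2, where limma called 0 in Sar1A (4369 at an unadjusted p under 0.05) and 0 in Sar1B (5436), and Sar1A also had 0 without control line 1 (7636). Between Sar1A and Sar1B the 0 came without either control line (1917).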

Differences from the paper's values

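No test of this part was chosen after the results were seen. The number of probe sets changed in Sar1B:H79G only was 4978 here, and the paper's is 701 (Fig. 3A). The paper's count comes from SAM on the normalized data at an FDR of 0.000215 for Sar1B:H79G and other thresholds for Sar1A and Sar1B, and the count here from limma on line means at an adjusted p of 0.05. Of the alternatives set before the data were examined, SAM on single arrays at the paper's delta values gave 653, within 1.5 times of the paper's, and each of the others differed from it. For the Sar1A line the paper's count is 3 (supplemental Fig. S1, whose thresholds the text does not name) against 16 here, and none of the alternatives came within 1.5 times of it. For the Sar1B lines the paper's count is 70 (supplemental Fig. S1) against 644 here. The fit without Sar1B replicate 2 gave 68, and the other alternatives differed.

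Fig. 3A, read by eye, shows about 700 probe sets for Sar1A only, against 16 here. Each array as a replicate (892), the cell line as a random block (490) and SAM (664) came within 1.5 times of it, and the other alternatives did not. It shows about 5700 for Sar1B only in Fig. 3A, against 644 here, which SAM (6361) reached and no other alternative did. It shows about 1200 for all 3 kinds of lines in Fig. 3A, against 299 here. The fit of only the 2 groups compared (1026), trend and robust options (823) and SAM (1179) came within 1.5 times of it, and the others did not.

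The fold change of Sec31a in Sar1B:H79G was 1.75 here (SD 0.230 between lines), and the paper's is 2.90 ± 0.47 (S.E.), in supplemental Table S2, which the paper cites for RT-qPCR of Sec mRNAs in an independent experiment. Each of the 16 alternatives differed as well. For Sec13 the paper's value is 2.73 ± 0.15, and the one found here was 2.45. For Sar1a in Sar1B:H79G the paper's RT-qPCR value is 4.22 ± 0.29, and the one found here was 2.82 (SD 0.372 between lines), within 1.5 times of it. So were 11 of the 16 alternatives, whereas quantile normalization (2.44), each array shifted to the same median (2.79), the fits without control line 2 (2.66) or Sar1B:H79G line 2 (2.56) and the mean of all probe sets (2.31) were not. In Sar1B the paper's value is 1.27 ± 0.03, and the one found here was 1.29.

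Fig. 3B shows mRNA of Mvk, Lss, Cyp51 and Sc5d as reduced in Sar1B:H79G. Over the whole list 13 of 18 measured genes were called lower here, Acat2, Idi1 and Dhcr7 among them. The representative probe sets of these 4 had -0.20, -0.24, -0.19 and -0.12 and were not called, although another probe set of each was called lower. The difference from Fig. 3B therefore concerns the representative probe sets. With each array as a replicate, Mvk (adjusted p = 0.041, with 0.041 to 0.82 over all alternatives run) and Lss (0.035, with 0.035 to 0.76) were called lower. Quantile normalization called Cyp51 (0.036, with 0.036 to 0.97) and the mean of all probe sets called Sc5d (0.036, with 0.036 to 0.71).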

Other observations

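No test of this part was chosen after the results were seen, but the genes described were selected after their values were seen.

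Apob, the protein core of VLDL, and Mttp, which loads it with lipid, were lower in the Sar1B:H79G lines. Apob fell by 1.41 on the log2 scale against control (standard error 0.34, adjusted p = 0.035, n = 2 lines each) and Mttp by 1.78 (standard error 0.37, adjusted p = 0.022). Of 19 genes of apoB lipoprotein assembly, 7 fell and P4hb rose (7 and 1 when adjusted over the list alone), with a median of -0.39 (camera, adjusted p = 8.9e-04; adjusted p = 0.37 with an estimated correlation). Both calls were lost without control line 1 (adjusted p = 0.14 for Apob and 0.094 for Mttp) or line 2 (0.095 and 0.12), and that of Apob without Sar1B:H79G line 1 (0.12). In Sar1A, the list was lower by camera (adjusted p = 0.0099; adjusted p = 0.93 with an estimated correlation; 0.10 without control line 1, with 7.2e-05 to 0.10 over all alternatives run), with 15 of 19 genes negative and Lcat called lower (1 when adjusted over the list alone). It was also lower than in Sar1B (adjusted p = 0.015; adjusted p = 0.98 with an estimated correlation; 0.070 without Sar1B line 2). In Sar1A, Apob had -0.03 (adjusted p = 0.98) and Mttp -0.94 (adjusted p = 0.27), and in Sar1B 0.40 (adjusted p = 0.48) and 0.39 (adjusted p = 0.52). Endogenous Sar1a, for which the paper gives RT-qPCR values, rose by 1.49 in Sar1B:H79G (standard error 0.20, adjusted p = 0.0058; adjusted p = 0.064 without control line 2) and Sar1b had -0.19 (adjusted p = 0.13). In Sar1A, Sar1a was higher by 1.72 (adjusted p = 0.043; 0.085 without control line 1 and 0.22 without line 2), and whether the rat probe set also reads the human transgene was not tested.

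Regulators of sterol metabolism fell in Sar1B:H79G, with 7 of 11 genes of sterol uptake and SREBP regulation lower and 0 higher against control (8 and 1 when adjusted over the list alone; median -0.50; camera, adjusted p = 0.0011; adjusted p = 0.37 with an estimated correlation), among them Srebf2, which encodes Srebp2, by 0.57 (standard error 0.07, adjusted p = 0.0045). LXR targets had 5 of 10 lower and Nr1h2 higher (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.042; adjusted p = 0.40 with an estimated correlation), with Nr1h3, the LXRα gene, at -0.63 (adjusted p = 0.0028). Of 31 genes of amino acid catabolism, 8 fell and Cth and Odc1 rose (9 and 4 when adjusted over the list alone; camera, adjusted p = 0.058), with Cth, which makes cysteine, up by 1.60 (adjusted p = 0.0018). Of 19 hepatocyte genes 7 fell and Foxa3 rose (8 and 1 when adjusted over the list alone; median -0.11; camera, adjusted p = 0.049; adjusted p = 0.67 with an estimated correlation), with the fibrinogen gene Fga down by 1.94 (adjusted p = 0.0033) and Hnf4a, a master regulator of hepatocyte genes, by 0.78 (adjusted p = 0.0025; 0.22 with the mean of its probe sets). Of 13 glucocorticoid response genes 8 rose, and Tsc22d3 and the receptor gene Nr3c1 fell (8 and 2 when adjusted over the list alone; median 0.43; camera, adjusted p = 0.049; adjusted p = 0.37 with an estimated correlation). The camera calls of the LXR, hepatocyte and glucocorticoid lists were lost without control line 1 (adjusted p = 0.10, 0.50 and 0.11), those of the LXR and hepatocyte lists without Sar1B:H79G line 2 (0.059 and 0.15), that of the glucocorticoid list without Sar1B:H79G line 1 (0.096) and that of the hepatocyte list without either Sar1B line (0.056). The LXR call was also lost after quantile normalization (0.057), and those of the glucocorticoid and hepatocyte lists with only probe sets above the median (0.077 and 0.077). The hepatocyte call was lost as well with each array as a replicate (0.057) and with each array shifted to the same median (0.060). With the line number as a replicate block all 3 were lost (0.063 to 0.065). Within the array series of the Sar1 lines, the hepatocyte list ranked lower in Sar1B:H79G than in Sar1B (adjusted p = 0.0025; adjusted p = 0.45 with an estimated correlation; 9.4e-05 to 0.025 over all alternatives run) and Sar1A (adjusted p = 0.011; adjusted p = 0.60 with an estimated correlation; 0.0039 to 0.049). The glucocorticoid list ranked higher in Sar1B:H79G than in Sar1B (adjusted p = 0.0091; adjusted p = 0.24 with an estimated correlation; 0.0012 to 0.047) and Sar1A (adjusted p = 0.0059; adjusted p = 0.19 with an estimated correlation; 1.7e-04 to 0.029). Against Sar1B, the LXR list passed camera only with the cell line as a random block (adjusted p = 0.018). Against Sar1A it passed, but not with an estimated correlation or without Sar1B:H79G line 1 (adjusted p = 0.069). The amino acid list passed camera against control without control line 2 (0.011) or Sar1B:H79G line 1 (0.023). It also passed with the cell line as a random block (0.0092), only probe sets above the median (0.022) and the mean of all probe sets (0.024). Against Sar1B, in the same array series, the amino acid list passed camera, but not with an estimated correlation. That call was lost with the line number as a replicate block (0.10), without Sar1B line 1 (0.080) and without Sar1B:H79G line 2 (0.16). Against Sar1A the list passed only with the cell line as a random block (0.033).

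Of 9 isoprenoid and ketone body genes Aacs, Ggps1 and Dhdds were higher and Auh and Bdh1 lower, of 14 bile acid genes Slc27a5 higher and Cyp27a1 and Nr1h4 lower, and of 10 reference genes Rplp0 and Pgk1 higher and Gusb lower, with the same counts when adjusted over the list alone. The bile acid list passed camera (adjusted p = 0.049; adjusted p = 0.37 with an estimated correlation), but not without control line 1 (adjusted p = 0.056), Sar1B:H79G line 2 (0.16) or either Sar1B line (0.0503). Nor did it pass with each array as a replicate (0.054), the cell line as a random block (0.080), quantile normalization (0.090) or the line number as a replicate block (0.070). Within the array series of the Sar1 lines, it passed against Sar1B only with probe sets above the median (0.014). Against Sar1A it passed under no alternative (0.070 to 0.96). Of 20 cell cycle genes Pcna was higher and 0 lower against control (0 and 0 when adjusted over the list alone). Against Sar1B, in the same array series, the cell cycle list passed camera, but not with an estimated correlation. Nor did it pass there without Sar1B line 2 (adjusted p = 0.16) or Sar1B:H79G line 1 (0.18). Of markers of other cell types, limma called 0 of 8 of cholangiocytes (0 at an unadjusted p under 0.05), 0 of 12 of fibroblasts (1) and, of 10 of macrophages and endothelium, Csf1r and Kdr, both lower (3 when adjusted over the list alone). Without control line 2, the calls of Ggps1 (adjusted p = 0.16), Auh (0.16), Bdh1 (0.088), Slc27a5 (0.14), Nr1h4 (0.074), Pgk1 (0.18), Pcna (0.13), Csf1r (0.11) and Kdr (0.089) were lost, most of them without other lines as well, and that of Gusb without control line 1 (0.059) or Sar1B:H79G line 1 (0.058). Quantile normalization ended the calls of Pcna (0.79), Pgk1 (0.41), Rplp0 (0.35) and Odc1 (0.29), and the mean of its probe sets that of Nr3c1 (0.27). The calls of P4hb (adjusted p = 0.074), Nr1h2 (0.15), Odc1 (0.14), Foxa3 (0.081), Tsc22d3 (0.14), Nr3c1 (0.051) and Dhdds (0.057) were also lost without control line 2. Without control line 1 those of Nr1h2 (0.093), Odc1 (0.096) and Tsc22d3 (0.080) were lost. Without Sar1B:H79G line 1 those of Odc1 (0.071) and Tsc22d3 (0.11) were lost, without Sar1B:H79G line 2 those of Nr1h2 (0.058) and Odc1 (0.089), and without either Sar1B line that of Tsc22d3 (0.051). All these calls of single genes against control cross the array series, between which the β-actin 5′ to 3′ gap differed by -0.29.

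Calls against control were shared beyond independence. Sar1A and Sar1B:H79G shared 330 calls in the same direction, where 46.0 would be shared by independent calls, and Sar1B and Sar1B:H79G 1850, where 313 would. Simulated unchanged groups against the same controls shared 0 in 100 draws, but groups without changes have few calls to share. The draws therefore do not show how much of the excess comes from the shared controls. With the controls split by line, Sar1B (932 calls) and Sar1B:H79G (1713 calls) shared 400 in the same direction, where 27.6 would be shared by independent calls, in 1 of the splits, and in the other Sar1B had 0 calls.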
